# Long non-coding RNAs in the alkaline stress response in sugar beet (*Beta vulgaris* L*.*)

**DOI:** 10.1186/s12870-020-02437-w

**Published:** 2020-05-20

**Authors:** Chunlei Zou, Yubo Wang, Bin Wang, Dan Liu, Lei Liu, Zhijia Gai, Caifeng Li

**Keywords:** Long noncoding RNAs, *Beta vulgaris* L., Alkaline stress, RNA sequencing, Computational analysis, Functional annotation

## Abstract

**Background:**

Long noncoding RNAs (lncRNAs) play crucial roles in regulating numerous biological processes in which complicated mechanisms are involved. Nonetheless, little is known about the number, features, sequences, and possible effects of lncRNAs on plant responses to alkaline stress.

**Results:**

Leaf samples collected based on the control *Beta vulgaris* L., as well as those under short-term and long-term alkaline treatments, were subjected to high-throughput RNA sequencing, through which a total of 8535 lncRNAs with reliable expression were detected. Of these lncRNAs, 102 and 49 lncRNA expression profiles were altered after short- and long-term alkaline stress, respectively. Moreover, 7 lncRNAs were recognized as precursors to 17 previously identified miRNAs. Four lncRNAs responsive to alkaline stress were estimated as targets for 8 miRNAs. Moreover, computational analysis predicted 4318 potential target genes as lncRNAs responsive to alkaline stress. Analysis of functional annotations showed that the abovementioned possible target genes were involved in various bioprocesses, such as kinase activity, structural constituents of ribosomes, the ribonucleoprotein complex and protein metabolic processes. Association analysis provided convincing proof of the interplay of specific candidate target genes with lncRNAs.

**Conclusion:**

LncRNAs likely exert vital roles during the regulation of the alkaline stress response and adaptation in plants through interaction with protein-coding genes. The findings of this study contribute to comprehensively examining lncRNAs in *Beta vulgaris* L. and shed more light on the possible roles and modulating interplays of lncRNAs responsive to alkaline stress, thereby laying a certain basis for functional analyses of these types of *Beta vulgaris* L. lncRNAs in the future.

## Background

Salt stress greatly affects the growth and development of plants through osmotic stress and ion imbalance [1]. Because of the large areas of distribution of saline soil and its negative affect on crop production, salt tolerance mechanisms of plants have been explored in depth over the last century [2]. Previous relevant studies have mainly focused on salt resistance mechanisms under neutral salt stress. Many fewer studies have been conducted on the responses of plants to stress from alkaline salts. Alkaline salt stress (NaHCO_3_ and Na_2_CO_3_), which is called alkaline stress for short, inhibits plant growth and survival more severely than neutral salt [3]. There are numerous common factors between neutral salt stress and alkaline stress, such as ion toxicity as well as osmotic stress [4]. Nonetheless, alkaline stress displays its uniqueness since the high pH value initiates malondialdehyde (MDA) and reactive oxygen species (ROS) production, thereby damaging the intracellular components and cell membrane in plants. As a result, alkaline stress represents a different stress form, and a quite complicated mechanism is involved in the alkaline tolerance of plants. The mechanism of tolerance to saline-alkaline stress in plants involves various gene expression profiles and gene product interactions but not single gene expression [5, 6].

Based on the improved high-throughput sequencing technique, more than 90% of the genome is suggested to produce numerous noncoding RNAs (ncRNAs) [7, 8]. When divided based on length, ncRNAs can be divided into long noncoding RNAs (lncRNAs), small interfering RNAs (siRNAs), and small RNAs such as microRNAs (miRNAs) [9, 10]. Among them, lncRNAs, which are over 200 nucleotides in length, have a low ability to code proteins, and they occupy the vast majority of ncRNAs [11, 12]. The expression profiles of lncRNAs are frequently cell- or tissue-specific, with their transcripts being located in the subcellular compartments [13]. Furthermore, in accordance with the positions with respect to the genomic protein-encoding genes, lncRNAs are divided into anti-sense, sense, bidirectional, intergenic, and intronic categories [14].

There is plenty of evidence that strongly proves that lncRNAs exert vital modulating parts within several plant bioprocesses [12, 15]. In addition, several lncRNAs have been identified to modulate gene expression in the close (*cis-acting*) or distant (*trans-acting*) genome through diverse mechanisms, such as promoter activity modification through repositioning of nucleosomes, DNA methylation, histone modification, accessory protein activation/gathering/transportation, repression, and epigenetic silencing [15, 16]. More studies are carried out to reveal the lncRNA functions in plants. For instance, *At4* and *AtIPS1* are identified to be *miR399-*specific mimics through sequestering and binding *miR399*, as well as reducing *PHO2* cleavage mediated by *miR399*, which plays a vital role in phosphate uptake [17]. In addition, Swiezewski et al. [18] changed *FLOWERING LOCUS C* (*FLC*) expression in Arabidopsis and discovered that lncRNAs participate in regulating flowering. *LDMAR* in rice modulates sterility in males, which is sensitive to photoperiod [19]. Furthermore, *PINOID* represents an important factor for regulating the transport of polar auxin, and lncRNA *APOLO* expression can induce changes in the formation of chromatin to upregulate *PINOID* expression [20]. Altogether, 13,087 and 11,641 lncRNAs in *M. truncatula* were identified to display responses to salt and osmotic stresses, respectively; meanwhile, 5634 lncRNAs have been suggested to exhibit responses to both salt and osmotic stresses [21]. In Arabidopsis, lncRNA *HID1* is found to mediate red light-induced photomorphogenesis [22]. *PDIL1* inhibits *MtPHO2* downregulation, and the latter encodes the miR399-regulated ubiquitin-conjugating E2 enzyme, whereas *PDIL2* and *PDIL3* show direct transcriptional regulation of phosphate transport. Numerous studies have made tremendous progress, but in comparison with mammalian lncRNAs, plant lncRNA functions, together with the related regulatory networks, remain largely unclear. lncRNAs are systemically identified in a small portion of plants, such as Arabidopsis [23, 24], rice [25], maize [26], poplar [27] and *Medicago truncatula* [28]. However, the roles of lncRNAs within the Chenopodiaceae sugar beet (*Beta vulgaris* L*.*) model remain largely unknown.

Sugar beet (*Beta vulgaris* L*.*), a critical economic crop, makes a great contribution to sugar supply globally. It is not only used in the food industry but also used as a renewable energy source [29]. Sugar beets can adapt to both abiotic and biotic stresses, including salinity, drought, heat, and cold, under a temperate climate [30]. Sugar beet, a crop that exhibits high tolerance to salt, has been adopted for investigating crop adaptation to sodium chloride (NaCl) as a good model. Substantial previous studies on the response to saline stress have been conducted at physiological and molecular levels, such as antioxidant enzymes, proteomes and transcriptomes [31–33]. Sugar beet genome sequencing has been completed [34]; as a result, sugar beet has been utilized as a superb model to investigate stress tolerance and response in plants. However, lncRNAs involved in the sugar beet response to alkaline stress have never been reported.

In this study, the lncRNAs responsive to alkaline stress that were detected within sugar beet leaves were detected and characterized comprehensively at a genome-wide level; in addition, the candidate genes and miRNAs interacting with the identified lncRNAs were predicted. Overall, the results shed more light on the *Beta vulgaris* L*.* lncRNAs that were responsive to alkaline stress and laid the foundation to investigate the as-identified lncRNA functions.

## Results

### Alkaline stress impacted physiological and growth features

To examine the effects of alkaline treatments with different lengths of time on the physiological characteristics of sugar beet, we measured the proline concentration, MDA content, and POD activity within leaf samples collected from 0-day, 3-day, and 7-day alkaline-treated plants. As shown in Fig. 1a-c, alkaline treatments with different lengths of time significantly affected these three physiological characteristics. The abovementioned heterogeneities in physiology suggested the presence of obvious alterations within gene expression (including lncRNAs) of sugar beet after alkaline treatment.

**Fig. 1:**
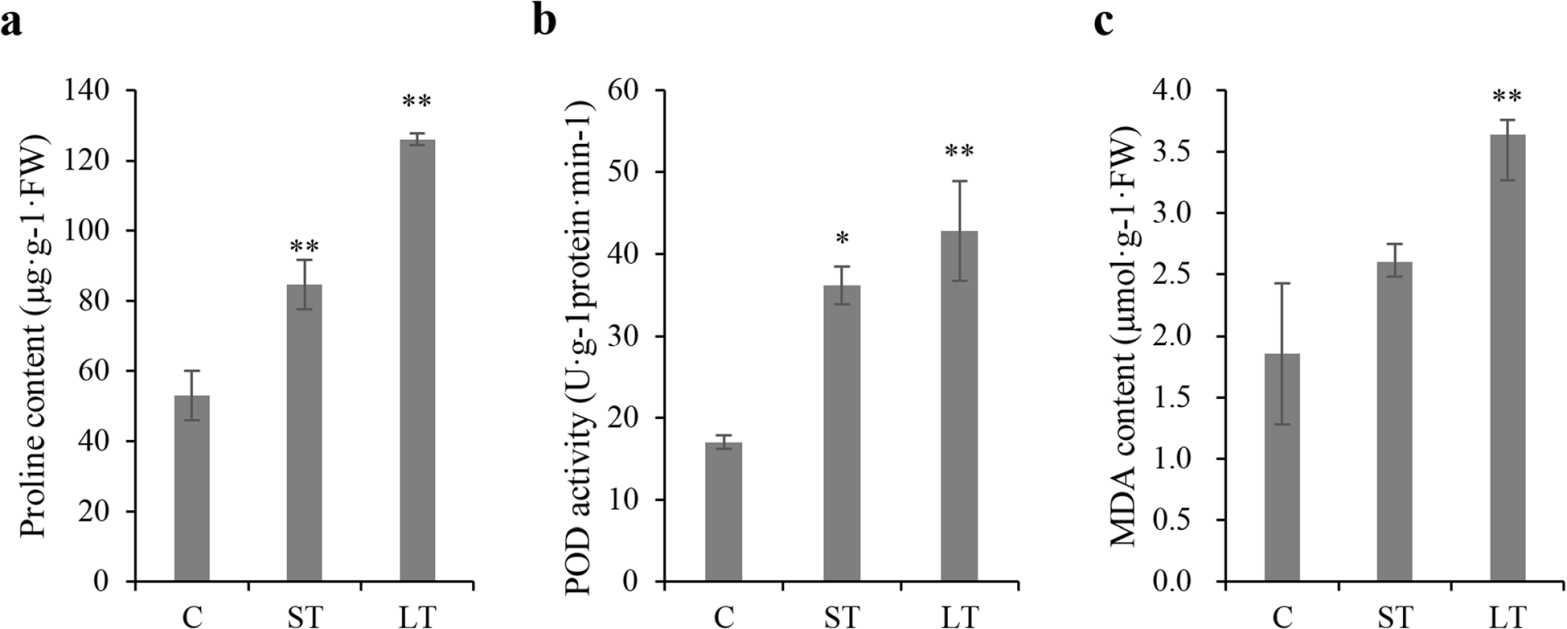
Effects of alkaline treatment on physiological characteristics. **a**-**c** Changes in proline concentration, malondialdehyde (MDA) level, and peroxidase (POD) activity in leaf samples harvested from 0-day, 3-day, and 7-day treated plants. C represents control samples, ST represents 3-day alkaline treated samples, and LT represents 7-day alkaline challenged leaves. The error bar suggests SDs across 2 different biological duplicates (*n* = 3). Asterisks represent significant differences in alkaline-challenged leaves compared with controls (*P < 0.05; **P < 0.01)

To examine the effects of long-term alkaline treatment on sugar beet, we measured the growth and photosynthetic characteristics of plants in hydroponics with or without alkaline treatment for 7 days. Morphological changes were observed after alkaline treatment (Additional file Fig. S1a). Alkaline treatment significantly inhibited plant growth. The photosynthetic characteristics showed obvious changes following alkaline stress (Additional file Fig. S1b-d). For instance, T_r_, G_s_ and P_n_ of alkaline-treated plants remarkably decreased compared with the controls (Additional file Fig. S1b-d). However, there was no significant difference in photosystem II (Y (II)) quantum yield between the control and alkaline-challenged plants. The significant changes in photosynthetic and growth characteristics indicated the inhibition of alkalinity in plant growth.

### Sugar beet lncRNA characterizations

According to the abovementioned alterations in physiological features, leaf samples were collected from control, 3-day alkaline and 7-day alkaline-challenged plants to carry out high-throughput RNA sequencing. 

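Leaf RNA was sequenced in 9 libraries of sugar beet, 3 from control plants at day 0, 3 from plants at day 3 of alkaline treatment (short-term) and 3 at day 7 (long-term). The alkaline solution held 75 mM of sodium carbonates at pH 9.67, against pH 6.85 for the control solution. Ribosomal RNA was removed, and the libraries kept the strand of each transcript. The authors aligned the reads with HISAT2, assembled transcripts with StringTie and deposited 1 FPKM (fragments scaled by transcript length and by the fragments mapped in the library) per transcript and library. The values hold no read counts, so the depth of each library is unknown. The FPKM of a library summed to between 1096069 and 1115393 in control leaves, between 1088388 and 1119080 in short-term leaves and between 915463 and 1038379 in long-term leaves. The table lists 33306 protein-coding transcripts, 6034 intergenic lncRNAs, 2501 antisense lncRNAs and 1292 transcripts of uncertain coding potential. From there, the FPKM of the transcripts of each gene was summed, and the 14491 genes and 1914 lncRNAs with a group mean over 0.5 were tested with limma on log2(FPKM + 1), which understates the change of transcripts with a low FPKM. One fit covered all 9 libraries, and p-values were adjusted within lncRNAs and within genes by the Benjamini-Hochberg method. The median log2 change of all genes was 0.11 in short-term and 0.26 in long-term leaves. Each relative log2 change given for a gene or lncRNA is its change on the log2(FPKM + 1) scale minus this median. The p-value beside it tests the change before this subtraction. On the first principal component of the genes, which held 65.6% of the variance, control replicate 1 lay at -1.07, control replicates 2 and 3 at 55.8 and 71.9, and the short-term libraries between -3.22 and 20.3. The control leaves were taken at day 0, so leaf age and day of harvest differ together with the treatment.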

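More lncRNAs had a mean FPKM over 0.5 in alkaline-challenged leaves than in control leaves: 1333 in control, 1441 in short-term and 1572 in long-term leaves. LNC_005395 and LNC_008123 were listed at 0 in all 3 control libraries. LNC_005395 was at 25.6, 6.55 and 25.8 FPKM in the short-term libraries, and LNC_008123 was at 3.28, 4.55 and 4.30. LNC_004841, an antisense lncRNA, was at 3.55 ± 1.17 FPKM (SD, n = 3) in control leaves and was listed at 0 in all long-term libraries, and so was LNC_005953, at 2.62 ± 0.733 in control leaves. Counted in single libraries, 1697 ± 100 lncRNAs (SD, n = 3) were over 0.5 in control, 1918 ± 120 in short-term and 1950 ± 156 in long-term leaves. The single long-term libraries held between 1771 and 2049, which overlaps the control range of 1587 to 1783. The 8535 lncRNAs listed include 6226 over 0.5 FPKM in at least 1 library.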

Afterwards, lncRNAs were identified systemically in the whole genome, which identified 6085, 6004 and 6611 lncRNAs (FPKM> 0.5) based on the control, short-term and long-term alkaline-challenged plant libraries, respectively (Fig. 2b). A total of 8535 lncRNAs with reliable expression (FPKM> 0.5 for 1 or over 1 library) were identified, including 2051 antisense and 6034 sense lncRNAs.

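Intergenic lncRNAs made up 6034 (70.7%) of the listed lncRNAs and antisense lncRNAs 2501 (29.3%). A group mean over 0.5 FPKM was reached by 1632 (27.0%) of the intergenic and 282 (11.3%) of the antisense lncRNAs, 1914 together. Of these, 1053 were over 0.5 in all 3 groups, 110 in control leaves alone, 145 in short-term leaves alone, 280 in long-term leaves alone and 156 in both alkaline groups but not in control leaves. LNC_005750, an antisense lncRNA, was over 0.5 in both alkaline groups alone, at 0.31 ± 0.536 FPKM (SD, n = 3) in control, 3 ± 0.561 in short-term and 3.47 ± 0.619 in long-term leaves. A single exon was given for 85.2% of the intergenic and 88.7% of the antisense lncRNAs.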

**Fig. 2:**
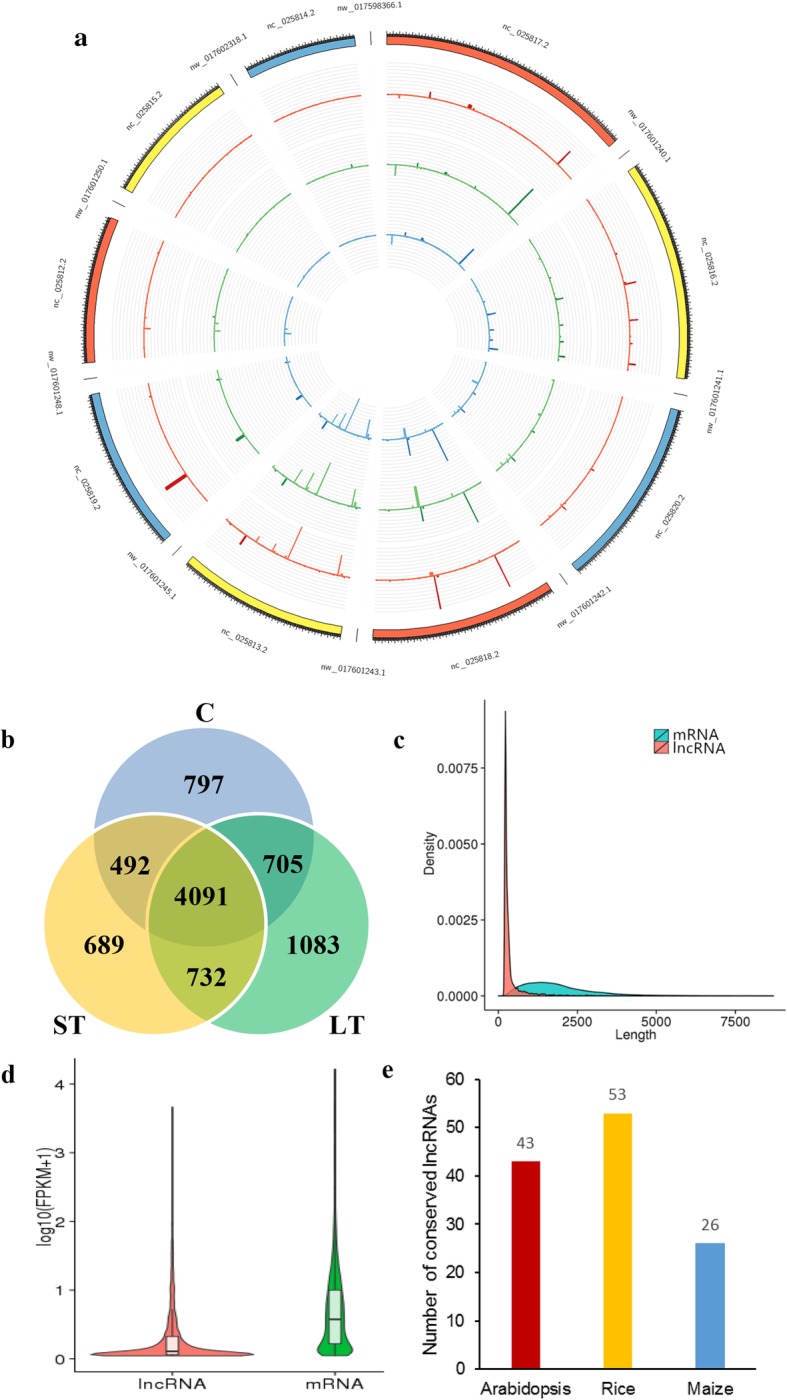
Sugar beet lncRNA features. **a** LncRNA distribution in every chromosome. It comprises three concentric rings, including C, ST and LT successively outside in. C represents control samples, ST represents short-term alkaline treated samples, and LT represents long-term alkaline treated samples. **b** Venn diagram for the specific and common lncRNAs among C, ST and LT leaves. **c** lncRNAs have a short length relative to the protein-encoding transcripts. **d** lncRNA expression is markedly downregulated compared with mRNA expression. **e** LncRNA conservation. The number of *P. tomentosa* lncRNAs was conserved within the genomes of *Zea mays*, *Oryza sativa*, and *Arabidopsis thaliana*. These conserved lncRNAs were deemed lncRNAs having > 20% matched sequences to other genomes

Furthermore, 8535 lncRNAs were characterized for their basic genomic characteristics. 

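Of the 8535 lncRNAs, 5798 lie on the 9 chromosome sequences and 2736 (32.1%) on 1056 unplaced sequences. The chromosome sequences reach over 376 Mb, up to the furthest feature listed on each, which gives 15.4 lncRNAs per Mb. NC_025817.2 held the most, 979 lncRNAs (16.1 per Mb), and NC_025814.2 the fewest, 438 (16.5 per Mb). The density ran from 14.1 per Mb on NC_025812.2 to 16.5 on NC_025814.2. Over all sequences, the unplaced ones included, it was 16.4 per Mb.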

The lncRNA distribution within *Beta vulgaris* L*.* chromosomes was examined, which indicated the average density of lncRNAs of 15.06 lncRNAs for every Mb (Fig. 2a). The lncRNA transcript lengths followed the range of 201–12,882 (average, 424) nucleotides, and they were short compared with those of *Beta vulgaris* L*.* protein-encoding genes (average, 1998 nucleotides) (Fig. 2c). lncRNA expression patterns had low mean counts (FPKM = 15.83) relative to those in coding transcripts (FPKM = 19.11) (Fig. 2d). 

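The lncRNAs were shorter than the protein-coding transcripts and had a lower mean FPKM. The 8535 lncRNAs had a mean length of 424 nucleotides (SD 607, median 254), and the 32734 protein-coding transcripts of 1998 (SD 1837, median 1667). The difference of the means gave p = 1e-05 (two-sided permutation test with 100000 resamples, the smallest p they can give). The mean FPKM of a library was 7.66 ± 1.58 (SD, n = 9 libraries) for lncRNAs and 13.7 ± 0.332 for protein-coding transcripts, and lncRNAs were lower in 9 of 9 libraries (two-sided exact sign-flip permutation test, p = 0.0039, the smallest that 9 libraries allow). LNC_000989 and LNC_008161 were chosen after their values were seen. Pooled over the 9 libraries LNC_000989 held the most, 7.11% of all FPKM of lncRNAs, though it was not the highest in short-term replicate 3 or in long-term replicates 1 and 2. It fell from between 5891 and 8579 FPKM in the control libraries to between 2395 and 3886 in the long-term libraries. LNC_008161 was at 39463 FPKM in long-term replicate 2, at 13.0 and 1.03 in the other long-term libraries and at no more than 0.0465 in the remaining 6. Among transcripts with a group mean over 0.5 FPKM the order turns: the mean was 33.8 ± 7.01 for lncRNAs and 24.2 ± 0.587 for protein-coding transcripts, and lncRNAs were lower in 0 of 9 libraries.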

Based on the results of conservation analysis, only a few *Beta vulgaris* L. lncRNAs exhibited conservation within maize, rice and Arabidopsis (Fig. 2e). In addition, according to BLAST analyses on the lncRNAs of *Beta vulgaris* L. relative to the ncRNAs NONCODE database, 98.6% of our detected lncRNAs were specific in *Beta vulgaris* L.

Moreover, the sequences of lncRNAs were investigated to determine their potential as targets or precursors for the previously identified miRNAs. The miRNA precursors were aligned to 8535 lncRNAs, and three lncRNAs were suggested to be the precursors of two already identified miRNAs (Table 1). For instance, the lncRNA *LNC_003048* was estimated to be the *gma-miR4995* precursor.

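The 3 lncRNAs of Table 1 did not pass the test in either alkaline group. LNC_003048 had a mean FPKM of 15.3 ± 1.29 (SD, n = 3) in control, 15.3 ± 3.08 in short-term and 15.2 ± 2.52 in long-term leaves. LNC_003498 was at 106 ± 38.6, 85.5 ± 18 and 136 ± 61.9. LNC_003048 lies on the plus strand of NC_025817.2 from 14016529 to 14016768, and LNC_003498 covers the same stretch on the minus strand, from 14016528 to 14016806. LNC_003418, on the minus strand of the same sequence from 5653063 to 5653333, was at 1.4 ± 0.782 FPKM in control, 0.339 ± 0.309 in short-term and 0.377 ± 0.441 in long-term leaves (adjusted p = 0.292 and 0.147 from limma). The precursor sequences themselves were not analysed here.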

**Table 1:** LncRNAs corresponding to miRNA precursors

lncRNA ID	Class	miRNA ID	Mature sequence of miRNA
*LNC_003498*	Sense	*gma-miR4995*	AGGCAGUGGCUUGGUUAAGGG
*LNC_003048*	Sense	*gma-miR4995*	AGGCAGUGGCUUGGUUAAGGG
*LNC_003418*	Sense	*hbr-miR6173*	AGCCGUAAACGAUGGAUACU

### Identification of alkaline-responsive lncRNAs

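In short-term leaves, 5 lncRNAs rose and 4 fell at an adjusted p under 0.05 from limma, and in long-term leaves 69 rose and 75 fell. LNC_008123, listed at 0 in the control libraries, and LNC_004237, at 4.86 ± 1.45 FPKM (SD, n = 3) in control and 23.7 ± 3.5 in short-term leaves, had the lowest p in short-term leaves (adjusted p = 0.0115 each from limma). LNC_004237 had a relative log2 change of 1.98 (standard error 0.24). LNC_005332 fell from 90.7 ± 18.9 to 32.9 ± 6.27 FPKM (adjusted p = 0.0371 from limma) and LNC_008194, one of the most abundant lncRNAs, from 3182 ± 605 to 1619 ± 182 (adjusted p = 0.0483). In long-term leaves LNC_000159 rose from 1.46 ± 2.36 to 250 ± 77.9 FPKM, a relative log2 change of 6.79 (standard error 0.77, adjusted p = 0.00162 from limma), and LNC_004275 from 2.08 ± 1.47 to 26.1 ± 7.55 (2.94, standard error 0.40, adjusted p = 0.00286). LNC_004841 fell to being listed at 0, with a log2 change of -2.15 without subtraction of the median (standard error 0.36, adjusted p = 0.00941 from limma). LNC_001803 fell as well, from 17.7 ± 8.79 to 4.69 ± 0.715 FPKM (adjusted p = 0.0147 from limma). At an unadjusted p under 0.05, 124 rose and 134 fell in short-term leaves, and 293 rose and 192 fell in long-term leaves. Every treated library lay on one side of every control library for 21.6% of the 1914 lncRNAs in short-term and 28.6% in long-term leaves, where chance gives 10%. After median-ratio scaling of the libraries, 54 lncRNAs rose and 139 fell in long-term leaves, and with every library rescaled to the same total FPKM 78 rose and 47 fell. Without control replicate 3, 0 lncRNAs passed in short-term leaves (15 without control replicate 1) and 52 in long-term leaves.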

We identified 93 lncRNAs (Additional file Table S1) with alkaline-responsive expression patterns (*P* < 0.05), with 24 upregulated and 40 downregulated under short-term alkaline treatment and 26 upregulated and 11 downregulated under long-term alkaline treatment (Fig. 3a). Of these alkaline-responsive lncRNAs, five lncRNAs were upregulated by both short-term and long-term alkaline stresses, whereas three lncRNAs were downregulated by both stresses. 

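At an unadjusted p under 0.05 from limma, 61 lncRNAs rose in both alkaline groups, 97 fell in both and 0 changed in opposite directions. At an adjusted p under 0.05, 4 rose in both (LNC_008366, LNC_008123, LNC_004237 and LNC_005750) and 4 fell in both (LNC_000365, LNC_004949, LNC_005332 and LNC_008194). LNC_005395 was the only lncRNA that rose in short-term leaves and not in long-term leaves, where it was listed at 0 in 2 libraries and at 4.71 FPKM in the other one. Its change between the 2 alkaline groups did not pass the test. Both comparisons use the same 3 control libraries. Unchanged groups simulated against them shared 8.15 risen and 8.48 fallen lncRNAs on average (at most 96 and 108 in 100 simulations), and independent lists of these sizes would share 19.0 and 13.4. The fold changes had a covariance of 0.214 (0.0751 on average and at most 0.335 in the simulations) and a correlation of 0.618 (0.455 on average and at most 0.96), so both lie within the simulated range. Part of the overlap may come from the shared controls, which are too few to be split.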

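Of the lncRNAs past an adjusted p under 0.05 from limma in short-term leaves, LNC_008366, LNC_004237 and LNC_005750 had a mean FPKM more than 4-fold over that of control leaves, 2 more rose from being listed at 0 in the control libraries, and 0 of the 4 that fell did so more than 4-fold (19 at an unadjusted p under 0.05). In long-term leaves, 38 rose more than 4-fold, 10 more rose from being listed at 0, 12 fell more than 4-fold and 3 more fell to being listed at 0. LNC_005953 was one of the lncRNAs that fell to being listed at 0 (adjusted p = 0.0194 from limma). LNC_006983 rose from 1.89 ± 3.14 to 20 ± 12.1 FPKM (SD, n = 3; adjusted p = 0.0287 from limma), with control replicate 1 at 5.52 and long-term replicate 1 at 7.11. Among the lncRNAs of Table S1, 8 in short-term and 5 in long-term leaves had a mean more than 4-fold higher, with 2 and 4 more from a control mean of 0, and 2 and 2 a mean more than 4-fold lower, with 3 more at 0 in long-term leaves.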

Among those differentially expressed lncRNAs, 10 and 2 had an increase of > 4-fold as well as a decrease of > 4-fold in response to short-term alkaline stress, respectively, and 9 and 4 showed a 4-fold increase and a > 4-fold decrease in response to alkaline challenge for a long term, respectively.

**Fig. 3:**
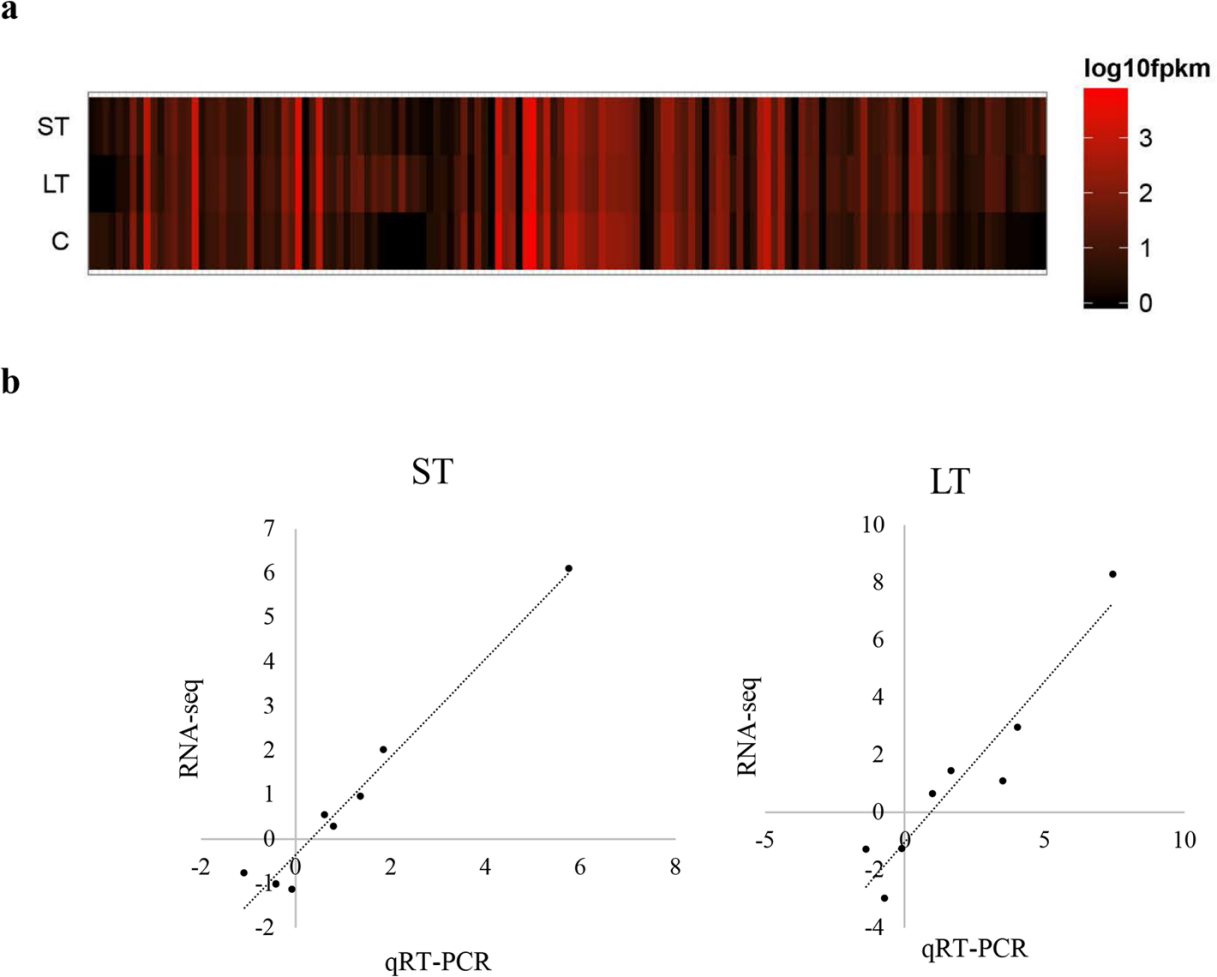
Alkaline-responsive lncRNA expression. **a** Heat map representing the expression levels of alkaline-responsive lncRNAs in response to short- and long-term stress. **b** RNA-seq data validated through qRT-PCR within samples under short- and long-term alkaline stress

To confirm the expression response to alkaline stress, 8 lncRNAs were screened, and the specific expression profiles were verified through qRT-PCR. According to Table 2, the RNA-seq and qRT-PCR analyses revealed identical variations in expression profiles, regardless of certain heterogeneities in expression. For instance, qRT-PCR and RNA-seq analyses revealed *LNC_008366* upregulation in response to long- and short-term alkaline treatments. 

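In long-term leaves, 7 of the 8 lncRNAs of Table 2 passed the test. LNC_000365 fell from 1254 ± 219 FPKM (SD, n = 3) in control to 512 ± 38.8 in long-term leaves, LNC_007731 from 26.7 ± 3.23 to 11.1 ± 0.323 and LNC_004675 from 8.48 ± 6.79 to 1.07 ± 0.18. LNC_001194 rose from 0.552 ± 0.191 to 4.33 ± 0.906 FPKM, LNC_007400 from 2.12 ± 0.313 to 5.86 ± 0.517 and LNC_008363 from 9.78 ± 0.33 to 20.9 ± 2.75, and LNC_008366 rose too. LNC_008534 was at 7.67 ± 0.461 FPKM in control and 12.1 ± 0.531 in long-term leaves and did not pass (adjusted p = 0.0501 from limma). In short-term leaves LNC_000365 fell, with a relative log2 change of -0.87 (standard error 0.13, adjusted p = 0.0483 from limma; 0.0664 after median-ratio scaling). LNC_008366 rose there as well. The other 6 were between their control and long-term means without passing; LNC_007731, at 12.2 ± 3.04 FPKM, had the lowest p of them (adjusted p = 0.061 from limma). The relative log2 change in long-term leaves was -1.54 (standard error 0.13) for LNC_000365, -2.22 (0.45) for LNC_004675, -1.44 (0.20) for LNC_007731, 1.51 (0.22) for LNC_001194, 0.88 (0.18) for LNC_007400 and 0.76 (0.16) for LNC_008363. LNC_004675 was at 16.2 FPKM in control replicate 1 and at 5.51 and 3.68 in the other controls.

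**Figure D1:**
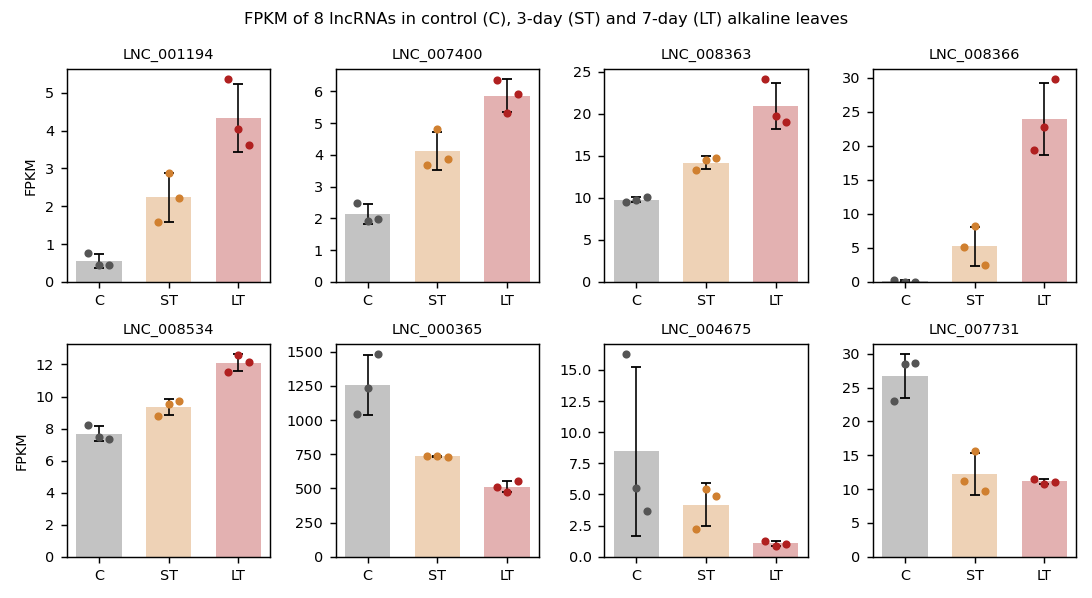
FPKM of the 8 lncRNAs of Table 2 in control (C), 3-day (ST) and 7-day (LT) alkaline leaves. Points are single libraries, bars the mean and error bars the SD of 3 libraries; LNC_000365 lies between 474 and 552 FPKM in long-term leaves and between 1044 and 1480 in control leaves.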

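LNC_008366, an intergenic lncRNA at the start of an unplaced sequence, NW_017602119.1, from 1 to 481, rose in both alkaline groups. It was at 0.229 FPKM in control replicate 1 and listed at 0 in the other controls, at 5.15, 8.16 and 2.40 in short-term and at 19.3, 22.7 and 29.8 in long-term leaves. The relative log2 change was 2.32 (standard error 0.34, adjusted p = 0.0285 from limma) in short-term and 4.26 (0.34, adjusted p = 2.2e-04) in long-term leaves. Every alkaline library was above every control library.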

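Across the 8 lncRNAs of Table 2, the log2 ratio of mean FPKM followed the paper's qRT-PCR values in both alkaline groups, and the 2 measures had the same sign for 8 of 8 lncRNAs. Sizes differed for some. LNC_007731 barely changed by qRT-PCR, against log2 ratios of mean FPKM of -1.13 in short-term and -1.26 in long-term leaves. LNC_004675 fell less by qRT-PCR in both groups, and LNC_008363 rose more in long-term leaves. In short-term leaves Pearson's r was 0.982 (two-sided exact permutation test, p = 3.97e-04, adjusted over 4 correlations 9.92e-04) and Spearman's rho 0.881 (p = 0.00724), an R² of 0.965. In long-term leaves r was 0.95 (exact permutation p = 4.96e-04) and rho 0.952 (p = 0.00114), an R² of 0.902. LNC_008366 lies farthest on the qRT-PCR axis in both. Without it and LNC_000365, r was 0.971 in short-term leaves (exact permutation p = 0.00556); without it and LNC_001194, r was 0.811 in long-term leaves (exact permutation p = 0.0417). These correlations are across lncRNAs, which are not independent replicates.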

Plotting for qRT-PCR and RNA-seq data (Fig. 3b) revealed a great coefficient of correlation (R^2^ = 0.964, *P* < 0.05 for short-term alkaline challenged samples and R^2^ = 0.902, *P* < 0.05 in long-term alkaline treated samples) between the two datasets.

**Table 2:** LncRNAs used to validate RNA-seq data through qRT-PCR

LncRNA ID	RNA-seq		qRT-PCR	
	Short-term	Long-term	Short-term	Long-term
*LNC_001194*	2.02	2.97	1.86	4.04
*LNC_007400*	0.96	1.46	1.38	1.67
*LNC_008363*	0.54	1.10	0.62	3.51
*LNC_008366*	6.1	8.29	5.76	7.45
*LNC_008534*	0.28	0.66	0.81	1.00
*LNC_000365*	−0.77	−1.29	−1.08	−1.37
*LNC_004675*	−1.02	−2.98	−0.4	− 0.71
*LNC_007731*	−1.13	−1.26	−0.07	−0.11

### Candidate target genes for lncRNAs responsive to alkaline stress and their functions

LncRNAs play vital roles in the regulation of gene expression profiles; therefore, it may be helpful to identify and analyze specific target genes to examine their related functions. According to computational prediction, a total of 133 candidate target genes were screened for lncRNAs responsive to alkaline stress (Additional file Table S2).

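Within 100 kb of the lncRNAs of Table S1, measured from edge to edge, lie 567 protein-coding genes, in 651 lncRNA-gene pairs with 68 of the lncRNAs. Table S2 has 156 entries and gives the pair of LNC_000365 and LOC104891044 in 2 of them. All of its 155 different pairs are among those found, with 133 genes and 52 lncRNAs. Over the 156 entries the median distance is 58772 bp, 16 lie within 10 kb and 4 overlap. LNC_001194 overlaps LOC104888232 on the other strand and lies 31233 bp from LOC104888226, described as a myosin-2 heavy chain. LNC_000365, on the minus strand of NC_025812.2 from 8571769 to 8572055, and LNC_007731, on the unplaced sequence NW_017567826.1 from 18569 to 18849, are both intergenic. Of the 93 lncRNAs of Table S1, 42 lie on unplaced sequences, which limits the genes that can be found near them. Within 10 kb there were 65 genes.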

As suggested in prior works, lncRNAs are more likely to be located close to their regulated genes [35–38]. To reveal the possible effects of those as-identified lncRNAs, Gene Ontology (GO) analysis was conducted on alkaline-responsive lncRNA-targeting genes. Six and 17 GO terms were markedly enriched (*P* < 0.05) in samples under long- and short-term alkaline challenge, respectively (Fig. 4). 

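Of the 159 protein kinase genes tested, 25 (15.7%) were coexpressed with a lncRNA of Table S1 at an absolute r over 0.95, against 13.1% of all other genes. This difference did not pass (Fisher's exact test, p = 0.344, adjusted over 19 lists 0.594). Some other lists passed by this test, such as chlorophyll biosynthesis with 11 of 18 (adjusted p = 4.85e-05) and heat shock proteins with 8 of 19 (adjusted p = 0.00815). Fisher's test takes genes as independent, while genes of one pathway may move together, so these p-values may be too small. Coexpressed kinase genes include LOC104907009, a WNK9 kinase gene (r = -0.965 with LNC_004949), and LOC104898172, a NAK kinase gene (r = 0.971 with LNC_004275). LOC104907009 rose in long-term leaves from 5.61 ± 0.323 to 10.8 ± 1.13 FPKM (SD, n = 3) and LOC104898172 from 3.65 ± 1.81 to 14.1 ± 4.21. Of the 159 kinase genes, 56 rose and 8 fell in long-term leaves (57 and 8 when adjusted over the list alone), and 19 rose and 15 fell after median-ratio scaling. Of 11 genes of cytosolic ribosomal proteins, 1 was coexpressed with such a lncRNA, LOC109134605, which encodes a 60S ribosomal protein L6 (r = 0.981 with LNC_008534). In long-term leaves 2 of the 11 rose and 0 fell at an adjusted p under 0.05 from limma (1 and 0 when adjusted over the list alone), and this order flips to 0 and 2 after median-ratio scaling. They were LOC109134605, from 2.18 ± 0.0926 to 3.25 ± 0.0699 FPKM, and LOC104899781, from 7.77 ± 1.19 to 11.6 ± 2.33. In short-term leaves 0 members of either list passed singly by limma (when adjusted over the list alone 0 kinase genes, and 0 rises and 2 falls of ribosomal proteins), and the ribosomal list was lower than other genes by camera (adjusted p = 0.0389; adjusted p = 0.302 with an estimated correlation). Both lists were made from product names alone. The lncRNAs with the most partners were LNC_004275 (516 genes), LNC_008194 (501) and LNC_000365 (465). These r values are pooled over the 3 groups, and the lncRNAs were chosen for a difference between them. Of residuals without the group means, 1988 pairs had an absolute r over 0.95, against 8005 pooled. Residuals have fewer degrees of freedom, so these counts at one cut are not alike. Permuted library labels gave 121 pooled pairs on average (at most 1200 in 100 draws). The number that chance gives among residuals was not computed.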

The major category of molecular functions was kinase activity (GO:0016301) as well as ribosomal structural constituent (GO:0003735). Genes involved in the ribonucleoprotein complex (GO:0030529) showed high representativeness of cell components. With regard to the bioprocess, the metabolic process of proteins (GO:0019538) was the most representative GO term, while the metabolic process of cellular protein (GO:0044267) ranked second. Protein metabolic process showed high representativeness in each GO term, which involved 482 genes. The above results indicated that the lncRNAs responsive to alkaline might modulate genes participating in numerous bioprocesses, such as energy synthesis, signal transduction, detoxification, molecule metabolism, translation and transcription in response to slat and osmotic stresses.

**Fig. 4:**
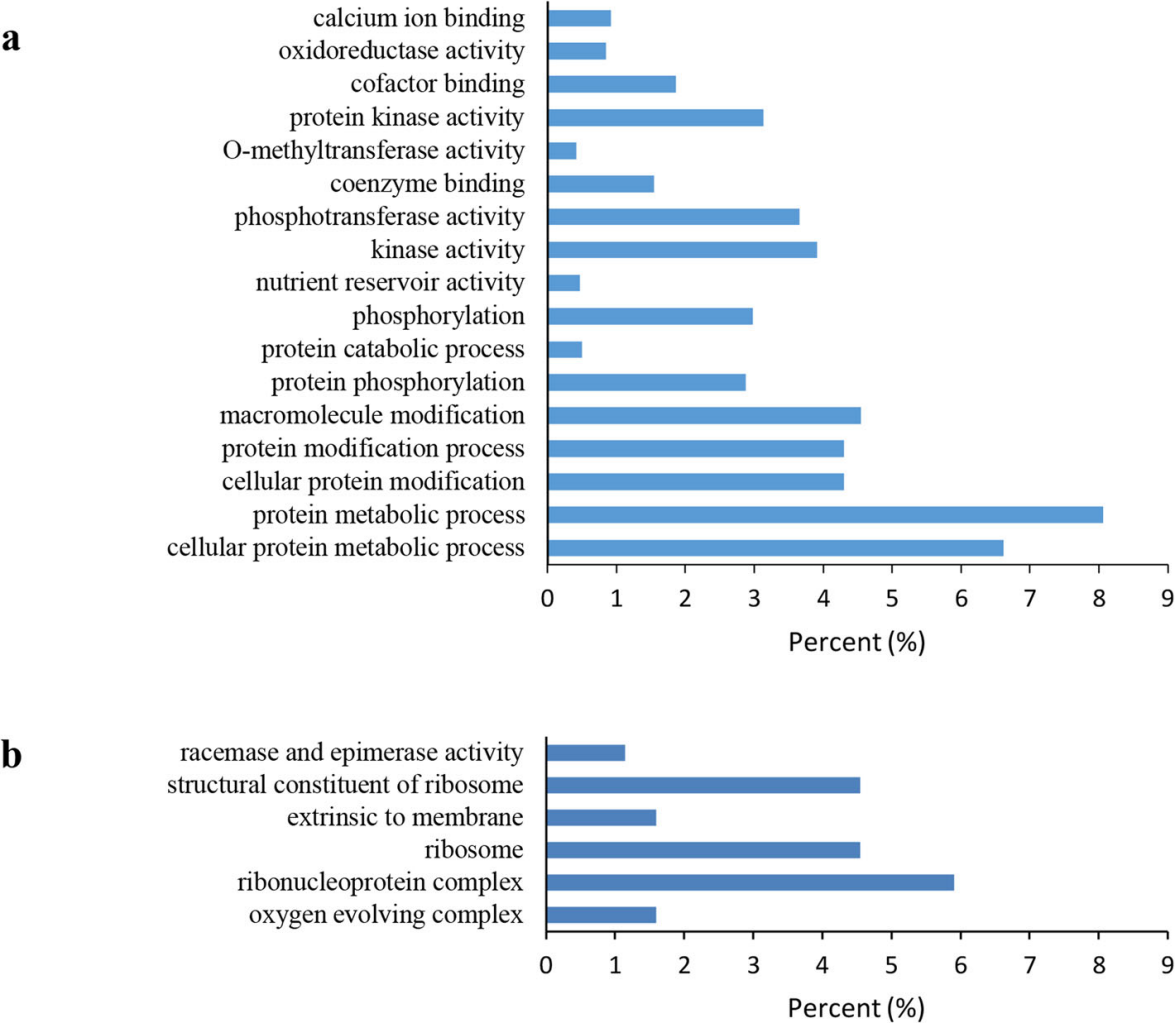
Gene ontology (GO) for potential genes of alkaline-responsive lncRNAs (**a**) GO analysis at short-term alkaline treatment (**b**) GO analysis for long-term alkaline treatment

Under stress, numerous GO terms showed significant enrichment, including the metabolic process of protein (GO:0019538) as well as the ribonucleoprotein complex (GO:0030529), which showed high significance in leaves under short-term and long-term alkaline stresses (Fig. 4). The 2-methyl-6-phytyl-1 gene *LOC104894575*, which belonged to the abovementioned 2 GO terms, increased under short-term alkaline stress. 

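LOC104894575 was lower in alkaline-challenged leaves. Its description begins with 2-methyl-6-phytyl-1, a name borne by an enzyme on the way to tocopherols and plastoquinone. It was at 209 ± 15.3 FPKM (SD, n = 3) in control, 139 ± 6.05 in short-term and 116 ± 21.8 in long-term leaves. The relative log2 change in short-term leaves was -0.70 (standard error 0.14, adjusted p = 0.0816 from limma), which did not pass, with all 3 libraries below every control library. In long-term leaves it fell, with a relative log2 change of -1.11 (standard error 0.14, adjusted p = 0.0057 from limma). The gene lies on the minus strand of NC_025816.2 from 49769254 to 49772662.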

*LOC104894575* was estimated to be under the regulation of lncRNA *LNC_000365*, coexpressing with *LOC104894575*. Protein metabolism is an important biological process in plants to regulate growth and development and cope with environmental stress [39]. Our results suggested that *LNC_000365* may regulate protein metabolism by modulating *LOC104894575* expression.

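Across the 9 libraries, LNC_000365 and LOC104894575 were high and low together. Pearson's r was 0.938 (two-sided exact permutation p = 6.17e-04, adjusted over the 24 named pairs 0.00108) and Spearman's rho 0.933 (p = 7.50e-04). Without the 2 farthest libraries, control replicates 2 and 3, r was 0.864. Both fell in long-term leaves, and the pooled r holds that difference between the groups. The paper named the pair as coexpressed in these same libraries, so the pooled p-values do not account for that choice. After removal of the group means, r was 0.42, with a permutation p within groups of 0.231. LNC_000365 lies on NC_025812.2 and the gene on another sequence.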

Under abiotic stress conditions, signal transduction networks will be motivated to manage such stressful environments. It has been suggested that the phospholipid metabolic pathway plays a vital role in responding to various abiotic challenges [40]. In the present study, the hypothetical protein isoform B gene *LOC104888232*, which belongs to GO:0046488 (phosphatidylinositol metabolic process), was downregulated under long-term alkaline stress, and the lncRNA *LNC_001194* was expressed 37.9 kb upstream of the *LOC104888232* coding sequence. 

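LOC104888232 did not pass the test in either alkaline group. It was at 32 ± 13.6 FPKM (SD, n = 3) in control, 22.4 ± 8.13 in short-term and 24 ± 1.27 in long-term leaves. The relative log2 change was -0.57 (standard error 0.35, adjusted p = 0.476 from limma) in short-term and -0.56 (0.35, adjusted p = 0.512) in long-term leaves. Its control libraries ranged from 16.7 to 42.9. The gene lies on the minus strand of NC_025814.2 from 3720921 to 3726953. LNC_001194 lies on the plus strand of the same sequence from 3719224 to 3724405 and overlaps it by 3485 bp. LNC_001194, which rose in long-term leaves, and LOC104888232 had an r of -0.153 across the 9 libraries (two-sided exact permutation p = 0.688) and a rho of -0.0167 (p = 0.982). After removal of the group means, r was 0.59 (permutation p within groups = 0.102). The libraries kept the strand, and the reads behind the overlap were not analysed here.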

According to the findings, *LNC_001194* might modulate *LOC104888232* expression.

Plants that are subjected to abiotic challenges may exhibit oxidative damage, which is evidenced by massive reactive oxygen species (ROS) accumulation, thereby damaging the membrane system. In response to excess ROS accumulation, plants arouse protective enzymes for eliminating ROS [41]. 

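LOC104906740 rose in both alkaline groups, from 11.2 ± 2.06 FPKM (SD, n = 3) in control to 26.6 ± 0.977 in short-term and 26.7 ± 1.19 in long-term leaves. The paper describes it as a peroxidase (POD) gene, of the enzymes that remove hydrogen peroxide. The relative log2 change was 1.08 (standard error 0.13, adjusted p = 0.036 from limma) in short-term and 0.94 (0.13, adjusted p = 0.00218) in long-term leaves, and every alkaline library was above every control library. It was 1 of 15 genes that passed in short-term leaves. Of 4 class III peroxidase genes with a product name, 0 passed in either group by limma (0 when adjusted over the list alone). LOC104906740 has no product name and is not among them, and other peroxidase genes may be missing too. LOC104903393, peroxidase P7-like, was at 30.4 ± 9.8 in control and 62 ± 29.3 in long-term leaves. Of 24 genes of reactive oxygen scavengers tested, 1 rose and 8 fell in long-term leaves at an adjusted p under 0.05 from limma (2 and 10 when adjusted over the list alone). LOC104902979, a copper-zinc superoxide dismutase gene, fell from 193 ± 72.5 to 12.8 ± 7.42 FPKM, and LOC104892465, an iron superoxide dismutase gene, from 105 ± 11.6 to 34.1 ± 12.5. LOC104898261, a chloroplast 2-Cys peroxiredoxin gene, fell from 609 ± 129 to 250 ± 13.4, and LOC104891011, an ascorbate peroxidase gene, from 70.8 ± 10.3 to 32.7 ± 4.14. By camera the list was lower than other genes in long-term leaves (adjusted p = 1.2e-04; adjusted p = 0.131 with an estimated correlation). With every library rescaled to the same total FPKM, 6 rose and 6 fell. In short-term leaves 0 of the 24 passed singly by limma (1 rose and 7 fell when adjusted over the list alone), with an adjusted p of 0.0468 by camera and 0.302 with an estimated correlation. Of 5 glutathione S-transferase genes, LOC104905406 (zeta class) rose from 5.64 ± 0.127 to 9.82 ± 1.34 FPKM in long-term leaves and LOC104886900 (L3) fell from 9.86 ± 1.26 to 5.29 ± 0.182 (1 and 1 when adjusted over the list alone).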

In this study, the expression of the gene *LOC104906740*, which encodes peroxidase (POD), increased in response to alkaline treatment in the short term. 

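LNC_007731 and LOC104906740 ran in opposite directions, LNC_007731 lower and the peroxidase gene higher in alkaline-challenged leaves. Across the 9 libraries Pearson's r was -0.960 (two-sided exact permutation p = 5.48e-04, adjusted over the 24 named pairs 0.00108) and Spearman's rho -0.783 (p = 0.0172). Without control replicates 2 and 3 r was -0.904. After removal of the group means it was -0.50, with a permutation p within groups of 0.199.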

We identified the lncRNA *LNC_007731* coexpressing with *LOC104906740*. These results suggested that *LNC_007731* might participate in the regulation of OS tolerance in plants by regulating POD expression.

The effects of alkalinity on inhibiting the growth of plants are classified as pH stress, osmotic stress and ionic toxicity [42]. Plants frequently show similar tolerance mechanisms, including the changed transduction of phospholipid signals, energy synthesis, and detoxification to saline or alkaline stress [43]. In the present study, the ion transporter genes *LOC104906281* and *LOC104892091* were both upregulated by short-term alkaline stress. 

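Both genes rose in long-term leaves. LOC104892091 went from 19.4 ± 16.8 FPKM (SD, n = 3) in control to 140 ± 4.2, a relative log2 change of 2.85 (standard error 0.47, adjusted p = 0.00499 from limma), and LOC104906281 from 2.57 ± 2.23 to 25.1 ± 12.1, a relative log2 change of 2.68 (standard error 0.47, adjusted p = 0.00547). In short-term leaves they were at 87.3 ± 11.6 and 10.6 ± 3.17 FPKM, above every control library, and did not pass (adjusted p = 0.0649 and 0.0878 from limma). Control replicate 1 was the highest control for both, at 38.5 and 5.13 FPKM. Of 16 genes of sodium, potassium and proton transport, the uptake and exchange systems that set the balance of these ions, 2 rose and 0 fell in long-term leaves by limma (0 and 0 when adjusted over the list alone, and after median-ratio scaling). These were LOC104907078, a subunit G gene of the vacuolar proton ATPase, from 86.7 ± 3.23 to 110 ± 9.22 FPKM, and LOC104887087, a potassium transporter gene, from 0.524 ± 0.234 to 1.1 ± 0.355. In short-term leaves 0 of the 16 passed by limma.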

We identified the lncRNA *LNC_000365* coexpressing *LOC104892091*. These results suggested that *LNC_000365* may be involved in ion compartmentation. 

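LNC_000365 fell and LOC104892091 rose in long-term leaves. Across the 9 libraries Pearson's r was -0.959 (two-sided exact permutation p = 4.7e-05, adjusted over the 24 named pairs 4.1e-04) and Spearman's rho was -0.933. Leaving out control replicates 2 and 3 gave an r of -0.957. After removal of the group means r was -0.89, the largest in size of the 24 pairs, and the permutation p within groups was 0.181.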

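LOC104894203, a betaine aldehyde dehydrogenase gene of the last step of glycine betaine synthesis, rose in long-term leaves, from 25.2 ± 4.19 FPKM (SD, n = 3) in control to 49.5 ± 7.45, a relative log2 change of 0.69 (standard error 0.15, adjusted p = 0.00518 from limma). In short-term leaves it was at 35.3 ± 1.2, above every control library, and did not pass (adjusted p = 0.117 from limma). LOC104888024, described in the files as protein EXPORTIN 1A, was at 9.43 ± 0.367 in control, 10.7 ± 0.127 in short-term and 11.6 ± 0.477 in long-term leaves. Its log2 change of 0.27 in long-term leaves passed (standard error 0.08, adjusted p = 0.0362 from limma) and is 0.01 relative to the median of all genes; after median-ratio scaling it was -0.01 (adjusted p = 0.939). One of its transcripts, XM_010672835.2, rose from 0.0394 ± 0.0336 to 2.88 ± 0.466 FPKM (adjusted p = 0.00686 from limma over transcripts). The more abundant one, XM_010672836.2, was at 9.39 ± 0.351 in control and 8.71 ± 0.757 in long-term leaves and did not pass (adjusted p = 0.49 from limma over transcripts). Of 14 genes of compatible solutes, 4 rose and 2 fell in long-term leaves (4 and 2 when adjusted over the list alone), and 0 passed in short-term leaves by limma (3 and 1 when adjusted over the list alone). Besides LOC104894203, LOC104897072 and LOC104884941 rose, both choline monooxygenase genes of the first step of glycine betaine synthesis, from 1022 ± 153 to 1895 ± 205 and from 9.76 ± 1 to 17.7 ± 1.05 FPKM. LOC104885430 and LOC104906608, trehalose-phosphate phosphatase genes of trehalose synthesis, fell, from 20.4 ± 4.19 to 7.38 ± 1.91 and from 13.5 ± 0.486 to 9.82 ± 1.77.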

The peptidyl-proline modification gene *LOC104888024* and betaine aldehyde dehydrogenase gene *LOC104894203* were upregulated by long-term and short-term alkaline stress, respectively. The lncRNA *LNC_004748* was predicted to be coexpressed with *LOC104888024* and *LOC104894203*. These results suggested that *LNC_004748* may be involved in osmotic adjustment.

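LNC_004748 was listed at 0 in all 3 control libraries, at 9.58, 18.9 and 1.45 FPKM in short-term leaves and at 71.4, 61.6 and 54.6 in long-term leaves. It rose in long-term leaves, with a relative log2 change of 5.72 (standard error 0.61, adjusted p = 0.00141 from limma), and did not pass in short-term leaves (adjusted p = 0.0751). With LOC104888024 it had an r of 0.917 across the 9 libraries (two-sided exact permutation p = 2.81e-04, adjusted over the 24 named pairs 8.30e-04; rho 0.949) and with LOC104894203 an r of 0.891 (p = 6.45e-04, adjusted 0.00108; rho 0.915). Without control replicates 1 and 2 the values were 0.889 and 0.880. After removal of the group means they were 0.13 and -0.02 (permutation p within groups = 0.50 and 0.917). For single transcripts of LOC104888024, the pooled r with LNC_004748 was 0.908 for XM_010672835.2 and -0.414 for the more abundant XM_010672836.2. LNC_004748 lies on the plus strand of NC_025819.2 from 34511304 to 34511880, in a stretch of 37379 bp where 4 other lncRNAs rose in long-term leaves. LNC_004744, LNC_004745 and LNC_005044 were listed at 0 in the control libraries and LNC_004747 was at 0.086 ± 0.149 FPKM (SD, n = 3). In long-term leaves they were at 4.36 ± 0.775, 4.76 ± 1.74, 8.52 ± 3.58 and 13.8 ± 4.44. LNC_005044 lies on the minus strand. Near the stretch, LOC104902115, a 3-ketoacyl-CoA synthase gene of very-long-chain fatty acid synthesis, rose from 25.7 ± 7.65 to 52.1 ± 9.58 FPKM in long-term leaves; this gene and the neighbouring lncRNAs were chosen after their values were seen.

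**Figure D2:**
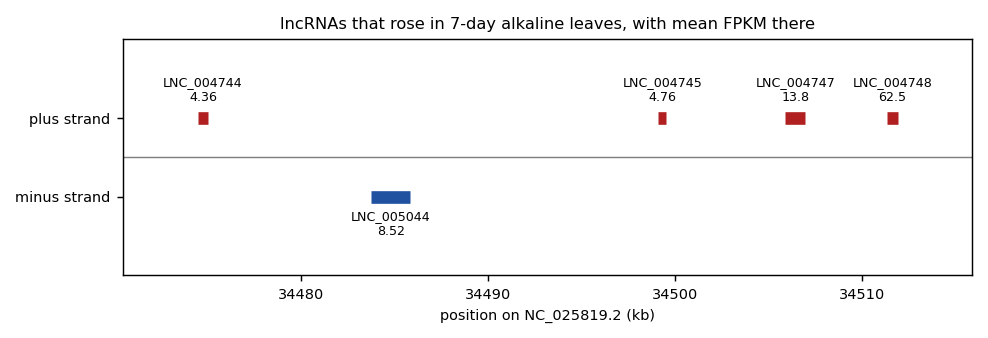
Places of the 5 lncRNAs of the stretch on NC_025819.2 in kb, by strand, with the mean FPKM of each in long-term leaves. LNC_004748 has the highest mean, 62.5, and LNC_005044 alone lies on the minus strand.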

### Association of alkaline-responsive lncRNA expression with the related candidate target genes

Following the prediction of candidate target genes for those lncRNAs responsive to alkaline stress, the changes in candidate target gene expression were determined following alkaline stress. Of those 133 candidate colocation target genes, 4 and 4 exhibited significant variations in response to short-term and long-term alkaline stress at the transcript level (*P* < 0.05); with regard to candidate coexpression target genes, 516 and 210 out of 3492 displayed significant variations at the transcript level (*P* < 0.05). 

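Of the 14491 genes tested, 11 rose and 4 fell in short-term leaves at an adjusted p under 0.05 from limma, and 4505 rose and 1047 fell in long-term leaves. LOC104903814, a sorcin gene, rose in short-term leaves from 4.57 ± 0.748 to 11.6 ± 1.98 FPKM (SD, n = 3; adjusted p = 0.0464 from limma), and LOC104889997, a ferredoxin-dependent sulfite reductase gene of sulfur assimilation, fell from 54.3 ± 1.63 to 28.6 ± 2.74 (adjusted p = 0.0384). Others with a low p there did not pass: LOC104890818, a psbP domain protein gene, was at 38.4 ± 3.84 and 20.2 ± 0.973, and LOC104883287, a tyrosine aminotransferase gene, at 8.56 ± 1.13 and 19.8 ± 1.84. Among the largest rises in long-term leaves were LOC104889933, a lipoxygenase gene of oxylipin synthesis, from 9.56 ± 7.15 to 216 ± 144 FPKM, and LOC104895222, a glycerophosphodiester phosphodiesterase gene that serves phosphate recycling, from 1.73 ± 1.05 to 56.3 ± 24.5. LOC104888260, a plastid-lipid-associated protein gene, rose from 3.69 ± 0.919 to 61.8 ± 28.4. LOC104890036, described as a glucan endo-1 enzyme, rose from 70.2 ± 107 to 807 ± 613 and LOC104891640, a defensin-like gene, from 2.65 ± 3.42 to 36.2 ± 25.4, with a wide spread between replicates. By the Ballgown-like test, with a library covariate, the log2 change of LOC104890036 was -1.27. That covariate does not overlap between control and long-term libraries, so this value does not show a fall. Among the largest falls were LOC104902037, a carbonic anhydrase gene, and LOC104905965, the gene of the iron store ferritin-3, from 64.6 ± 20.7 to 3.73 ± 2.89 (relative log2 change -4.18, standard error 0.41, adjusted p = 0.00211 from limma). LOC104893901, an acyl carrier protein gene of fatty acid synthesis, fell from 174 ± 70.1 to 36 ± 9.58, and LOC104905095, the glutamyl-tRNA reductase gene of chlorophyll synthesis, from 144 ± 15.9 to 30.4 ± 7.56. At an unadjusted p under 0.05, 2193 rose and 1029 fell in short-term and 5895 rose and 1419 fell in long-term leaves; the groups did not overlap for 30.7% and 47.9% of genes, where chance gives 10%. After median-ratio scaling, 1453 rose and 1845 fell in long-term leaves, and with every library rescaled to the same total FPKM 6539 rose and 773 fell. Without control replicate 1, 520 genes passed in short-term leaves; without control replicate 2, 0 did; without control replicate 3, 2322 passed in long-term leaves.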

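Of the 133 colocation target genes of Table S2, 117 were tested. In long-term leaves 38 of them rose and 7 fell at an adjusted p under 0.05 from limma (38.5%, against 38.3% of all other genes; Fisher's exact test, two-sided, p = 1), and in short-term leaves 0 passed. At an unadjusted p under 0.05, 12 rose and 5 fell in short-term leaves (14.5%, against 22.3% of other genes; Fisher's exact p = 0.0444, adjusted over 8 tests 0.355), and 50 rose and 10 fell in long-term leaves. At an absolute r over 0.95 on log2(FPKM + 1), 1903 genes were coexpressed with 75 of the 93 lncRNAs of Table S1, in 3326 pairs with a positive and 4679 with a negative r. The partners were chosen for following lncRNAs across the same libraries. Of the 1659 partners of the lncRNAs of the short-term comparison, 965 rose and 383 fell at an unadjusted p under 0.05 and 8 rose and 3 fell at an adjusted p under 0.05. Of the 1139 partners of the lncRNAs of the long-term comparison, 848 rose and 281 fell at an unadjusted and 840 rose and 281 fell at an adjusted p under 0.05. With r over 0.90 there were 4714 genes in 40455 pairs, and with r over 0.98 there were 350.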

The abovementioned candidate target genes showing alkaline-responsive (*P* < 0.05) expression levels might serve as alkaline-responsive lncRNA targets. To analyze the association of alkaline-responsive lncRNA expression with the candidate target genes showing alkaline-responsive (*P* < 0.05) expression profiles, the expression trends following alkaline stress were compared. 

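Whether coexpressed lncRNA-gene pairs mostly ran in the same direction in short-term leaves depended on the scale of r. With r on the log2 scale, among the pairs at an absolute r over 0.95 whose gene passed an unadjusted p under 0.05 from limma, 2443 (37.4%) of 6535 had the same and 4092 (62.6%) the opposite sign of change in short-term leaves, and 1352 (62.4%) of 2168 the same and 816 (37.6%) the opposite sign in long-term leaves. LNC_000365 with LOC104891570, the ferredoxin-nitrite reductase gene of nitrogen assimilation, is a pair with the same sign, and LNC_000365 with LOC104892091 a pair with opposite signs. LNC_008194, which fell, had 326 partners with a negative and 175 with a positive r, and LNC_004275, which rose in long-term leaves, 388 with a positive and 128 with a negative r. The sign of r gave the sign of the trend in all 6535 and all 2168 pairs, so the shares restate the shares of positive r. With Pearson r on FPKM, a scale tried after seeing the data, 3286 (64.9%) of 5060 had the same sign in short-term and 1570 (85.6%) of 1834 in long-term leaves, and with Spearman rho over 0.95, also tried afterwards, 42.3% of 5108 and 67.1% of 3209. With correlations after removal of the group means, 41.3% of 363 pairs in short-term and 64.4% of 284 pairs in long-term leaves had the same sign. Residuals have fewer degrees of freedom at the same cut, and the number of such pairs that chance gives was not computed.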

The expression levels for 1550 (65.8%) and 807 (34.2%) lncRNA–gene pairs (65.8%) showed the same and opposite trends, respectively, in response to short-term alkaline treatment (Fig. 5a), whereas 243 (65.9%) and 126 (34.1%) lncRNA-gene pairs showed the same and opposite expression trends, respectively, in response to long-term alkaline treatment (Fig. 5b). Therefore, a majority of those target genes with differential expression displayed an identical trend to related lncRNAs following alkaline stress. Moreover, 4 pairs of lncRNAs and target genes were screened, and the specific expression levels were examined through qRT-PCR. The associations of lncRNA expression with candidate target genes recognized through qRT-PCR were the same as those recognized through RNA-seq (Fig. 5c). For instance, *LNC_008363* together with its potential target gene (*LOC104894889*) was upregulated in response to long- and short-term alkaline treatment, which shared an identical trend of expression. In addition, the heterogeneous relationships in the expression of alkaline-responsive lncRNAs compared with the specific candidate target genes revealed the diverse lncRNA regulating mechanisms.

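All 4 genes of Fig. 5c could be measured, and 3 passed in long-term leaves. LOC104894889, a gene of the HMA1 family of cadmium and zinc transporting ATPases, rose from 13.4 ± 4.05 FPKM (SD, n = 3) in control to 80.9 ± 14.3 in long-term leaves (relative log2 change 2.27, standard error 0.24, adjusted p = 0.00181 from limma). In short-term leaves it was at 42.2 ± 10.3 and did not pass (adjusted p = 0.0584 from limma). LNC_008363, at 14.2 ± 0.787 in short-term leaves, had an r of 0.937 with it (two-sided exact permutation p = 6.75e-04, rho 0.867), 0.956 without long-term replicate 1 and control replicate 1, and 0.12 after removal of the group means. LOC104891570 fell from 126 ± 12.3 to 34.5 ± 7.19 FPKM and LOC104903711, the gene of the electron carrier ferredoxin-1, from 2548 ± 179 to 596 ± 136 in long-term leaves (adjusted p = 0.001 and 0.001 from limma). LNC_000365 had an r of 0.978 with LOC104891570 (p = 8.5e-05, rho 0.967; 0.59 after removal of the group means), and LNC_008534 an r of -0.942 with LOC104903711 (p = 3.78e-04, rho -0.917; -0.02 after removal of the group means). LOC104888226 was at 4.6 ± 1.08, 5.7 ± 0.698 and 5.74 ± 1.67 FPKM and did not pass (adjusted p = 0.473 and 0.346); its r with LNC_001194 was 0.415 (p = 0.268, rho 0.40). Without the 2 farthest libraries r was 0.984, -0.914 and 0.578 in these last 3 pairs. Of the 24 named pairs, 21 passed an adjusted p under 0.05 by Pearson's r, 20 by Spearman's rho and 0 by the permutation within groups, whose smallest adjusted p was 0.111 and whose smallest possible p is 0.00463. Apart from the pairs of LNC_001194, these pairs lie on different sequences, where the paper predicts targets by coexpression in these same libraries. Passing by r or rho is thus no independent support for them. The pooled permutation also takes in the difference between the groups.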

**Fig. 5:**
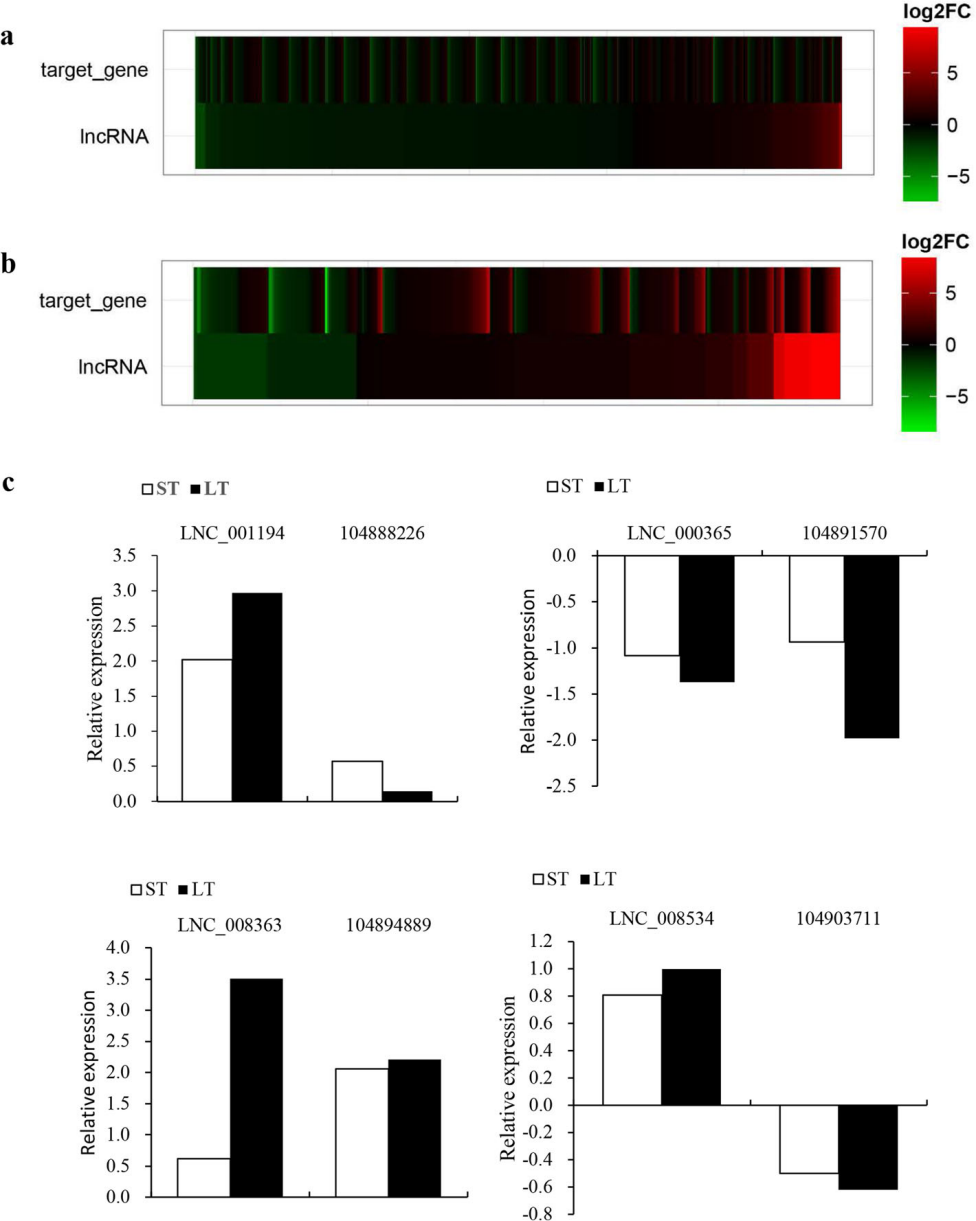
Relationship in the expression of alkaline-responsive lncRNAs with the corresponding candidate target genes. **a** Heat map suggesting alkaline-responsive lncRNAs, together with corresponding candidate target gene expression under short-term stress. **b** Heat map representing alkaline-responsive lncRNAs, as well as the corresponding candidate target genes under long-term stress. **c** Association of alkaline-responsive lncRNAs with corresponding candidate target genes validated by qRT-PCR. ST represents short-term saline-alkaline stress samples, and LT represents long-term saline-alkaline stress samples. The error bar indicates SDs across 3 biological duplicates (*n* = 3)

### Alkaline-responsive lncRNAs related to photosynthetic carbon assimilation

Carbon assimilation plays a pivotal role in plant growth and development. In the present study, many target genes of alkali-responsive lncRNAs were related to photosynthetic carbon assimilation (Table 3). For instance, the expression of the photosystem I subunit O gene *LOC104907718* and glucose-6-phosphate 1-dehydrogenase gene *LOC104897526* were regulated by lncRNA *LNC_004949*, which was downregulated more than twofold under short-term alkaline treatment. 

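In long-term leaves 10 of the 11 genes of Table 3 fell, and in short-term leaves all 11 had lower means without passing an adjusted p under 0.05. At an unadjusted p under 0.05 from limma, the threshold of the paper's results, all but LOC104907718 (p = 0.0523) passed in short-term leaves. LOC104902037, a carbonic anhydrase gene of carbon dioxide supply, was at 2549 ± 815 FPKM (SD, n = 3) in control, 544 ± 221 in short-term and 107 ± 37.8 in long-term leaves, a relative log2 change of -4.83 (standard error 0.38, adjusted p = 0.0011 from limma) in long-term leaves. Its change in short-term leaves was -2.35 (standard error 0.38, adjusted p = 0.0615 from limma). LOC104897387, carbonic anhydrase 2, fell less as the sum of its transcripts, from 333 ± 31.5 to 249 ± 20. Its transcripts went apart: XM_010684252.2 fell from 278 ± 53.4 to 122 ± 12.8 FPKM and XM_010684253.2 rose from 53.1 ± 30.5 to 126 ± 15.5 (adjusted p = 0.00729 and 0.0421 from limma over transcripts). The magnesium-chelatase subunits insert magnesium in chlorophyll synthesis: LOC104889354 (ChlH) fell from 451 ± 93.4 to 169 ± 18.6 and LOC104900584 (ChlI) from 110 ± 24.4 to 36.3 ± 6.23. LOC104908971, a magnesium protoporphyrin IX methyltransferase gene of the next step, fell from 82.6 ± 17.1 to 32.6 ± 6.52, with relative log2 changes of -1.66, -1.82 and -1.57 in this order. LOC104890676, a chloroplast stem-loop binding protein gene, fell from 1108 ± 195 to 524 ± 50.5, and LOC104893033, a glycerol-3-phosphate acyltransferase gene of lipid synthesis, from 34 ± 0.527 to 22.2 ± 1.93. The adjusted p from limma of the genes that fell lay between 0.0011 and 0.0208. LNC_000365 had an r of 0.952 with LOC104902037, 0.960 with LOC104908971, 0.956 with LOC104890676, 0.956 with LOC104889354, 0.975 with LOC104900584 and 0.913 with LOC104889639, and all 6 pairs passed over the 24 named pairs (highest adjusted exact permutation p 0.00149). After removal of the group means these were between 0.25 and 0.75.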

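LNC_004949 fell in both alkaline groups, from 65.6 ± 14.6 FPKM (SD, n = 3) in control to 24.9 ± 5.5 in short-term and 23.2 ± 4.25 in long-term leaves. Its relative log2 change was -1.47 (standard error 0.23, adjusted p = 0.0483 from limma; 0.0579 after median-ratio scaling) and -1.71 (0.23, adjusted p = 0.00844). LOC104907718, the photosystem I subunit O gene, was at 2075 ± 384, 1497 ± 316 and 1392 ± 238 FPKM and did not pass (adjusted p = 0.230 and 0.0603 from limma; 0.0321 in long-term leaves after median-ratio scaling). LOC104897526, the gene of glucose-6-phosphate 1-dehydrogenase, the first enzyme of the oxidative pentose phosphate pathway, was at 49.8 ± 7.84, 26.3 ± 2.82 and 23.1 ± 3.96 and fell in long-term leaves (relative log2 change -1.34, standard error 0.16, adjusted p = 0.00472 from limma). The FPKM of LOC104907718 is a sum, mostly of transcript XM_010696688.2, which did not pass in long-term leaves (adjusted p = 0.088 from limma over transcripts). Its transcript XM_019252659.1 fell there, from 9.56 ± 3.45 to 2.48 ± 0.282 FPKM (adjusted p = 0.0071 from limma over transcripts). LNC_004949 had an r of 0.636 with LOC104907718 as this sum (two-sided exact permutation p = 0.0681, rho 0.467), and of 0.129 without control replicates 2 and 3, on which it rests. With LOC104897526 r was 0.949 (p = 8.98e-04, rho 0.783), 0.857 without those libraries and 0.60 after removal of the group means.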

Three target genes of *LNC_007731* (downregulated more than twofold under long-term alkaline treatment) were carbonic anhydrase gene *LOC104902037*, magnesium-protoporphyrin IX monomethyl ester [oxidative] cyclase gene *LOC104889639* and glucose-6-phosphate 1-dehydrogenase gene *LOC104897526*. 

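LOC104889639, the gene of the cyclase that closes the fifth ring of chlorophyll, fell from 639 ± 108 FPKM (SD, n = 3) in control to 293 ± 49.3 in long-term leaves, a relative log2 change of -1.38 (standard error 0.18, adjusted p = 0.00541 from limma), and was at 325 ± 43.5 in short-term leaves. LNC_007731 had an r of 0.849 with LOC104902037 (two-sided exact permutation p = 0.00756), 0.948 with LOC104889639 (p = 7.69e-04) and 0.954 with LOC104897526 (p = 3.39e-04). Spearman's rho was 0.80, 0.883 and 0.85 in this order. Leaving out control replicates 2 and 3 gave 0.656, 0.860 and 0.899, and removal of the group means 0.26, 0.54 and 0.59. LOC104900039, the gene of the photosystem II repair protein PSB27-H1, fell from 148 ± 31.8 to 65.2 ± 11.8 FPKM in long-term leaves and had an r of 0.944 with LNC_007731, of 0.86 after removal of the group means (permutation p within groups = 0.00463, the smallest possible; adjusted over the 24 pairs 0.111).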

Overall, the results showed that lncRNAs may participate in photosynthetic carbon fixation by regulating the expression of related genes.

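In long-term leaves, of 40 genes of the photosystems and their antenna, 0 rose and 23 fell at an adjusted p under 0.05 from limma (0 and 32 when adjusted over the list alone). Of 18 genes of chlorophyll biosynthesis, 0 rose and 15 fell (0 and 15), and of 11 genes of the Calvin cycle and carbonic anhydrase, 0 rose and 7 fell (0 and 7). Product names end at their first comma, so the Calvin cycle list covers the cycle only in part. It can hold only genes named for ribulose bisphosphate carboxylase (Rubisco), phosphoribulokinase or carbonic anhydrase. LOC104883662 and LOC109133718, genes of chlorophyll a-b binding proteins of the light-harvesting antenna, fell from 963 ± 497 to 121 ± 32.3 and from 1421 ± 766 to 294 ± 131 FPKM (SD, n = 3). LOC104895406, a gene of the photosystem I reaction center, fell from 1455 ± 197 to 523 ± 76.5. LOC104904499, the gene of Rubisco activase, and LOC104886961, a gene of the small chain of Rubisco, the enzyme that fixes carbon dioxide, fell from 6930 ± 805 to 3303 ± 631 and from 5310 ± 796 to 2479 ± 536, and LOC104893060, the phosphoribulokinase gene, from 1139 ± 114 to 701 ± 13.9. Genes of chlorophyll breakdown went both ways, with 3 of 8 higher and 2 lower (3 and 2 when adjusted over the list alone; 3 and 5 after median-ratio scaling): LOC104907441, a pheophytinase gene, rose from 28.5 ± 6.21 to 78.1 ± 14.1 and LOC104892367, STAY-GREEN 1, from 13 ± 5.97 to 34.6 ± 7.88 (by the Ballgown-like test, with a library covariate that is confounded with the treatment, the log2 change of the latter was -0.36), while LOC104895050, also described as a pheophytinase, fell from 46.8 ± 4.52 to 24.6 ± 2.86. The first 3 lists were lower than other genes by camera in long-term leaves (adjusted p = 3.2e-23, 3.7e-16 and 1.5e-05), and with an estimated correlation the adjusted p was 0.296, 0.131 and 0.131; the breakdown list did not pass (0.265). In short-term leaves 0 members of the 4 lists passed singly by limma, and when adjusted over the list alone 0 rose and 3 fell of the photosystems, 0 and 11 of chlorophyll biosynthesis, 0 and 1 of the Calvin cycle and 3 and 2 of chlorophyll breakdown; camera called the first 3 lists lower (adjusted p = 7.0e-15, 1.6e-11 and 1.5e-04), with 0.450, 0.302 and 0.302 with an estimated correlation. With every library rescaled to the same total FPKM, 3 genes of the Calvin cycle and carbonic anhydrase rose and 5 fell in long-term leaves, and 0 rose in the photosystem and chlorophyll biosynthesis lists. From the carbon assimilation genes among the targets of LNC_004949, LNC_007731 and LNC_000365, the paper proposes that lncRNAs take part in photosynthetic carbon fixation by acting on the expression of such genes.

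**Figure D3:**
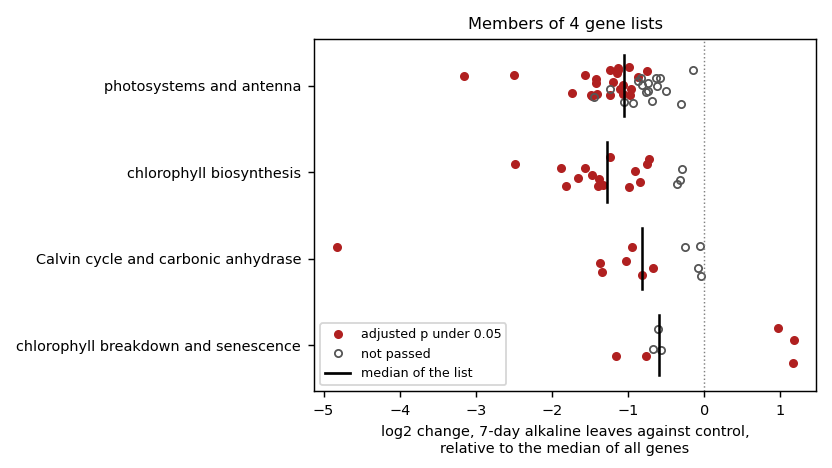
Log2 change in long-term leaves against control leaves, relative to the median of all genes, for each tested gene of 4 lists. Filled points passed an adjusted p under 0.05 from limma, open points did not, and the black lines are the medians, -1.06 for the photosystems, -1.28 for chlorophyll biosynthesis, -0.82 for the Calvin cycle and carbonic anhydrase and -0.59 for chlorophyll breakdown.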

**Table 3:** Some target genes of alkaline-responsive lncRNAs related to photosynthetic carbon assimilation

Comparison group	lncRNA ID	*P*-value	Target gene id	Target gene description
ST_vs_C	*LNC_004949*	−1.396038917	*LOC104907718*	photosystem I subunit O
	*LNC_004949*	−1.396038917	*LOC104897526*	glucose-6-phosphate 1-dehydrogenase
	*LNC_007731*	−1.126389158	*LOC104897387*	carbonic anhydrase 2
	*LNC_007731*	−1.126389158	*LOC104893033*	glycerol-3-phosphate acyltransferase
	*LNC_007731*	−1.126389158	*LOC104902037*	carbonic anhydrase
	*LNC_007731*	−1.126389158	*LOC104900039*	photosystem II repair protein PSB27-H1
	*LNC_007731*	−1.126389158	*LOC104897526*	glucose-6-phosphate 1-dehydrogenase
LT_vs_C	*LNC_000365*	−1.291328691	*LOC104902037*	carbonic anhydrase
	*LNC_000365*	−1.291328691	*LOC104908971*	magnesium protoporphyrin IX methyltransferase
	*LNC_000365*	−1.291328691	*LOC104890676*	chloroplast stem-loop binding protein of 41 kDa b
	*LNC_000365*	−1.291328691	*LOC104889354*	magnesium-chelatase subunit ChlH
	*LNC_000365*	−1.291328691	*LOC104900584*	magnesium-chelatase subunit ChlI
	*LNC_000365*	−1.291328691	*LOC104889639*	magnesium-protoporphyrin IX monomethyl ester [oxidative] cyclase
	*LNC_007731*	−1.261549284	*LOC104902037*	carbonic anhydrase
	*LNC_007731*	−1.261549284	*LOC104889639*	magnesium-protoporphyrin IX monomethyl ester [oxidative] cyclase
	*LNC_007731*	−1.261549284	*LOC104897526*	glucose-6-phosphate 1-dehydrogenase

## Discussion

For the time being, lncRNAs have been systemically identified only in several plants. The current work discovered 8535 lncRNAs with reliable expression and revealed the similar characteristics of sugar beet (*Beta vulgaris* L.) lncRNAs with those found in other species. First, based on prior works in zebrafish, humans, rice, cucumber, and Arabidopsis, compared with protein-encoding transcripts, lncRNAs have a short length with markedly reduced expression [13, 25, 38, 44, 45]. Second, unlike miRNAs that show high conservation across various plant species [46], lncRNAs in plants display evolutionary constraints to a low extent. According to our BLAST analyses relative to sequences of maize, rice and Arabidopsis genomes, only a few *Beta vulgaris* L. lncRNAs were conserved (Fig. 2e). Additionally, BLAST analyses on lncRNAs of *Beta vulgaris* L. relative to the NONCODE database only identified the conservation of a few of our lncRNAs (1.4%). lncRNAs from the remaining plant species also display similar observations, including maize, rice Arabidopsis, cucumber, wheat, and Populus [25–27, 45, 47, 48]. Given such a low conservation level, such lncRNAs in plants can experience fast evolution. Third, analogous to lncRNAs from rice, Arabidopsis, humans, and other species [44, 49, 50], some lncRNAs in *Beta vulgaris* L. have been identified as target mimics or miRNA precursors (Table 1). The abovementioned findings suggest that the association of miRNAs with lncRNAs may play a vital role in lncRNAs. Thus, this study offered abundant evidence to investigate the functions of *Beta vulgaris* L. lncRNAs.

lncRNAs have been suggested in prior works to exert vital roles in various bioprocesses. Nonetheless, the alkaline-responsive lncRNA functions are not yet completely understood. lncRNAs are reported to exert their functions through interactions with miRNAs and target genes [51, 52]. As a result, it is an efficient approach to predict and analyze the miRNAs and target genes interacting with lncRNAs to examine specific lncRNA functions. The candidate target genes were predicted for alkaline-responsive lncRNAs in the current work. Furthermore, we identified seven lncRNAs to be the precursors of 17 already identified miRNAs (Table 1) and four alkaline-responsive lncRNAs to be the targets for eight miRNAs from four families (Table 2).

Various responsive mechanisms have evolved in plants to release damage resulting from abiotic stresses [53]. Many protein-encoding genes were found to exert important roles in regulating the response to abiotic stress in plants, including *SOS1* and *DREB1A/CBF3* [54–57]. In addition, lncRNAs have been identified as powerful approaches in plants for enhancing their abiotic stress tolerance [58]. Consequently, recognition, functional characterization and regulatory network construction of stress-responsive lncRNAs shed more light on environmental stress tolerance in plants. Plant lncRNAs responsive to abiotic/biotic stresses have been discovered in some recent works. Liu et al. [23] found 6484 lincRNAs, among which 1832 responded to salinity, cold, drought, and abscisic acid. Recently, 504 lncRNAs responsive to drought were found in poplar [49]. Wang et al. [21] identified 471 lncRNAs responsive to salt and osmotic stresses in both root and leaf samples. Wang et al. [28] discovered a total of 10,785 lncRNAs from *Medicago truncatula*, the legume model species, among which 224 and 358 were phosphate deficiency-responsive in roots and leaves, respectively. In the present work, all lncRNAs, such as the antisense and sense lncRNAs, were discovered by the use of the state-of-the-art sequencing technique (strand-specific sequencing) as well as analysis approaches (such as Cuffcompare analysis). Moreover, specific and common lncRNAs were discovered from short- and long-term alkaline-treated leaf samples to investigate possible sugar beet lncRNA functions under alkaline challenge. To our knowledge, the current work is the first to report the systemic retrieval, characterization and analysis of lncRNAs isolated from short-term and long-term alkaline-treated leaf samples of sugar beet using high-throughput sequencing.

In the present study, 17 and 6 GO terms were significantly enriched (*P* < 0.05) within samples subjected to short- and long-term alkaline stresses, respectively (Fig. 4). The major categories of molecular functions, cellular components and biological processes were kinase activity (GO:0016301), ribonucleoprotein complex (GO:0030529) and protein metabolic process (GO:0019538), respectively, which were similar to those of Wang et al. [21]. Moreover, in this study, several lncRNAs were estimated to modulate gene expression in response to abiotic stress. For example, the lncRNA *LNC_007731* coexpressing with the gene *LOC104906740*, coding for peroxidase, and peptidyl-proline modification gene *LOC104888024* and betaine aldehyde dehydrogenase gene *LOC104894203* were regulated by the lncRNA *LNC_004748*. The above findings demonstrated the vital parts of lncRNAs in response to environmental stress in plants.

In addition to the potential interaction with specific target genes, lncRNAs responsive to alkaline stress also show interactions with miRNAs. Three lncRNAs were discovered in the current work to be candidate targets for eight miRNAs from four families (Table 3). According to the findings, the lncRNAs responsive to alkaline stress might also impact numerous distinct bioprocesses through the interaction with miRNAs.

## Conclusions

A total of 8537 reliable lncRNAs were discovered from three *Beta vulgaris* L. RNA-seq libraries by means of high-throughput sequencing; among them, 102 and 49 responded to short- and long-term alkaline stresses, respectively. Of these alkaline-responsive lncRNAs, six lncRNAs were upregulated by both short-term and long-term alkaline stresses, whereas five lncRNAs were downregulated by both stresses. Among these lncRNAs responsive to alkaline stress, four were identified as targets for eight miRNAs from four families. After aligning the miRNA precursors to a total of 8535 lncRNAs, 7 lncRNAs were discovered to be the precursors for 17 already identified miRNAs. Moreover, the results of computational prediction revealed 4318 candidate target genes of lncRNAs responsive to alkaline stress. We found enrichments of GO terms in cellular structure, molecular function and biological process, including kinase activity, structural constituent of ribosome, ribonucleoprotein complex and protein metabolic process. An interaction network was established on the basis of genomic colocated and coexpressed protein-encoding genes and lncRNAs. According to our findings, lncRNAs may play a vital role in regulating plant responses as well as adaptation to alkaline treatment by interacting with protein-encoding genes. The abovementioned results shed valuable light on additional plant lncRNA functional characterizations in general as well as *Beta vulgaris* L. under abiotic stress.

## Methods

### Plant materials and treatment conditions

Pelleted sugar beet cultivar “KWS0143” seeds (supplied by KWS company, Germany) were germinated within vermiculite containing distilled water for a week. Then, the seedlings were irrigated with Hoagland solution (pH 6.85) for 4 weeks at 65% relative humidity, 25 °C/20 °C (day/night), light intensity of 450 μmol·m^− 2^·s^− 1^ and a light-dark cycle of 16 h–8 h dark. The components of the Hoagland solution are listed in Additional file Table S3. Finally, the seedlings were treated with a 75 mM alkaline solution mixture (NaHCO_3_:Na_2_CO_3_, 2:1, pH 9.67) for different periods of 0 days (control, designated as C), 3 days (short-term treatment, designated as ST) and 7 days (long-term treatment, designated as LT). Fresh leaves from the same position of seedlings in different treatments were collected, and 3 biological duplicates were prepared. Each collected leaf sample was frozen in liquid nitrogen immediately following sampling and preserved at − 80 °C for physiological parameter determination, RNA-seq and qRT-PCR assays.

### Measurement of physiological parameters

The activity of peroxidase (POD) was determined in accordance with Zhang’s protocol [59]. Typically, 1 unit POD activity was deemed to be the enzyme amount necessary for the catalysis of 1 μg substrate by 1 mg protein within 1 min at 37 °C. The malondialdehyde (MDA) content was measured as described by Li [60]. Plant tissues were collected into prechilled acetocaustin, followed by 10 min of centrifugation at 10,000 rpm. Thereafter, the supernatants were collected and blended with thiobarbituric acid, followed by transfer onto a boiling water bath for a period of 15 min. Following 10 min of centrifugation at 10,000 rpm, MDA content was measured at wavelengths of 600, 532 and 450 nm. The proline level was also detected in accordance with the ninhydrin colorimetric method [61].

The transpiration rate (Tr), stomatal conductance (Gs), and net photosynthetic rate (Pn) were determined based on three comprehensively extended leaves by the use of the CI-340 portable photosynthesis system (CID, Inc., USA). The Mini-PAM Fluorometer (Walz, Germany) was utilized to determine photosystem II (Y (II)) quantum yield under light conditions according to the description by Oelze et al. [62].

### Extraction of RNA, construction of library, and RNA-sequencing

Leaf samples from 0-day, 3-day and 7-day alkaline-treated plants (3 biological duplicates for each treatment) were utilized to carry out high-throughput RNA-sequencing (RNA-seq). Then, the Qiagen RNAeasy kit (Qiagen China, Shanghai, China) was used to extract total RNA in accordance with manufacturer protocols. The 1% agarose gels were utilized to monitor the contamination and degradation of RNA. A NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) was employed to check the purity of the RNA. The Qubit® 2.0 A fluorometer equipped with the Qubit® RNA Assay Kit (Life Technologies, CA, USA) was used to measure the RNA content. The Bioanalyzer 2100 system equipped with the RNA Nano 6000 Assay Kit (Agilent Technologies, CA, USA) was adopted for assessing RNA integrity.

Three micrograms of RNA was collected from every sample and utilized as the input material to prepare RNA. First, the Epicentre Ribo-zero™ rRNA Removal Kit (Epicentre, USA) was used to remove ribosomal RNA (rRNA), while the free residue of rRNA was eliminated through ethanol precipitation. Thereafter, the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA) was utilized to generate the sequencing libraries based on the r-RNA-free RNA, in accordance with manufacturer protocols. In brief, divalent cations were fragmented at increasing temperature using NEBNext First Strand Synthesis Reaction Buffer (5X). Thereafter, M-MuLV Reverse Transcriptase (RNaseH-) and random hexamer primers were adopted for preparing first-strand cDNA. Second-strand cDNA was synthesized by RNase H and DNA Polymerase I. dUTP was used to replace dNTPs containing dTTP in reaction buffer. The remaining overhangs were changed to blunt ends through the activities of exonuclease/polymerase. Following DNA fragment 3′-end adenylation, the NEBNext adaptor that possessed the hairpin loop structure was ligated for subsequent hybridization. To preferentially screen cDNA fragments with lengths of 150 ~ 200 bp, the AMPure XP system (Beckman Coulter, Beverly, USA) was used to purify library fragments. Thereafter, 3 μl USER Enzyme (NEB, USA) was adopted for a 15 min reaction with the cDNA selected based on size and ligated with the adaptor at 37 °C, followed by a 5 min reaction at 95 °C prior to PCR. Later, PCR was carried out using Index (X) Primer, Universal PCR primers, and Phusion High-Fidelity DNA polymerase. Finally, the Agilent Bioanalyzer 2100 system was used to purify products (AMPure XP system) and assess library quality.

The cBot Cluster Generation System was utilized to cluster those index-coded samples by the use of the TruSeq PE Cluster Kit v3-cBot-HS (Illumina) in accordance with manufacturer protocols. Following the generation of clusters, the Illumina HiSeq 4000 platform (Novogene Bioinformatics Technology Co., Ltd., Beijing, China) was used to sequence all libraries.

### Genomic characterization for lncRNAs

The raw reads in the format of fastq were first processed by the in-house Perl scripts, and clean reads were acquired through the removal of adapter-containing, poly-N-containing reads, as well as low-quality reads from the raw reads. The GC level, Q20, and Q30 in clean reads were determined. Every downstream analysis was carried out on the basis of high-quality clean data.

The annotation files of the gene model and reference genome were obtained directly from the genome websites. Bowtie2 v2.2.8 software was utilized to construct the reference genome indexes, and HISAT2 [63] v2.0.4 software was applied to align the paired-end clean data to the reference genome. The ‘--rna-strandness RF’ was set when running HISAT2, and the remaining parameters were set to be default values.

StringTie (v1.3.1) [64] software was used to assemble the mapped reads for every sample based on the reference. In StringTie, one new network flow algorithm, together with one optional de novo assembly process, is utilized for assembling and quantifying the full-length transcripts that represent several splice variants of every gene locus.

The Coding-Non-Coding-Index (CNCI) (v2) depicts the neighboring nucleotide triplets for the effective distinguishing of protein-encoding sequences from those noncoding ones that are free from those known annotations [65]. In this study, CNCI was utilized with default parameters. In addition, the Coding Potential Calculator (CPC) (0.9-r2) assesses the ORF quality and extent within one transcript and searches for sequences based on the identified protein sequence database, thus clarifying those noncoding and coding transcripts [66]. This study employed the protein database of NCBI eukaryotes, and the e-value was set as ‘1e-10’. Every transcript in all 3 potential frames was translated, and Pfam Scan (v1.3) was employed to identify the occurrence frequency for each known protein family domain from the Pfam database (release 27; both Pfam A and Pfam B were used) [67]. The transcript that had one Pfam hit was eliminated during subsequent steps. The default parameters, including -E 0.001 and --domE 0.001, were used in Pfam searches [67]. In addition, PhyloCSF (phylogenetic codon substitution frequency) (v20121028) can determine the evolutionary signatures that are specific for aligning those conserved coding regions, such as the greater synonymous codon substitution, as well as conservative amino acid substitution frequency, together with the decreased other missense or nonsense substitution frequency, thus distinguishing the protein-encoding transcripts from the noncoding ones [68]. The genome sequence alignments for multiple species were built in this study, and phyloCSF was run using the default parameters. Transcripts that were estimated by any one of those four approaches to have coding ability were eliminated, while those showing no coding ability were enrolled as candidate lncRNAs.

The Phast (v1.3) software package has covered many statistical programs, and it is frequently adopted for phylogenetic analysis [69]; in addition, phastCons has been developed as the conservation scoring and identification program for those conservative elements. In this study, phyloFit was utilized for computing the phylogenetic models for those nonconserved and conserved regions across different species and for presenting the HMM transition and model parameters to phyloP for calculating the conservation scores for various lncRNAs and protein-encoding genes.

Using Asprofile v1.0 software, alternative splicing (AS) events were clustered into 12 basic types. Thereafter, the AS event number for every sample was predicted.

### lncRNA prediction and alkaline-responsive lncRNA identification

This study adopted Cuffdiff (v2.1.1) for calculating the FPKMs (fragments per kilobase of exon model per million mapped fragments) of lncRNAs as well as coding genes for all samples [70]. Typically, the gene FPKMs were calculated by adding all transcript FPKMs for every gene group. FPKM was determined according to fragment length and number of mapped reads.

The Ballgown suite is able to interactively explore transcriptome assembly, visualize the transcript structure as well as feature-specific abundance at every locus, and annotate those assembled features into annotated ones [71]. Transcripts that had an adjusted *P*-value of < 0.05 were deemed to show differential expression. In Cuffdif, a model is used to offer statistical routines to determine the different expression patterns of digital transcripts or data on gene expression profiles according to the negative binomial distribution [70]. Transcripts that had an adjusted *P*-value of < 0.05 were deemed to show differential expression.

### Prediction of target genes

The role of Cis suggests that a lncRNA acts on adjacent target genes. In this study, the coding genes were searched 10 k/100 k upstream and downstream of lncRNAs; later, the specific functions were analyzed subsequently. By contrast, the trans role indicates that a lncRNA identifies each other based on the expression quantity. The expression correlations of lncRNAs with coding genes that had custom scripts were calculated given the small sample size of < 25; otherwise, genes obtained based on diverse samples were clustered using WGCNA [72] to identify the common expression modules; afterwards, functional enrichment analysis was carried out to examine their functions.

### Gene ontology (GO) analysis

GO analysis for those DEGs or target genes of lncRNAs was carried out using the GO seq R package after correcting the bias of gene length [73]. A GO term that had the corrected *P*-value of < 0.05 was deemed to show significant enrichment by DEGs.

### Real-time quantitative PCR (qRT-PCR)

Total RNA was extracted based on leaves from the 0-day, 3-day and 7-day alkaline-treated plants and transcribed in reverse to prepare cDNA, which was then utilized to measure the expression levels of lncRNAs responsive to alkaline stress, alkaline-responsive lncRNAs targeting miRNAs, and candidate alkaline-responsive lncRNA target genes through qRT-PCR. The ABI StepOne Plus device with the SG Fast qPCR Master Mix kit was used for qRT-PCR. Primer Express 5.0 was utilized in primer design, and primer pair specificity was determined through PCR product sequencing. Each qRT-PCR amplification was conducted three times using the uniform reaction procedure, and amplified fragment specificity was determined by generating the melting curve. Opticon Monitor Analysis Software 3.1 was applied to analyze the real-time data produced according to the 2^–ΔΔCt^ approach [74]. Additional file Table S4 shows the primers utilized in qRT-PCR.

## Supplementary information

**Additional file 1: Table S1.** LncRNAs with differential expression responding to short-term and long-term alkaline treatments.

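Table S1 lists 64 lncRNAs for the short-term and 37 for the long-term comparison, 93 in all, each with the mean FPKM of both groups, a p and an adjusted p by the authors. The means match those computed from the deposited FPKM for all 64 and all 37. The paper's adjusted p in the table runs from 0.252 to 0.408 for the short-term and from 0.791 to 0.990 for the long-term comparison, and its unadjusted p is under 0.05 throughout. In the limma fit, 55 of the 64 and 25 of the 37 passed an unadjusted p under 0.05, 9 and 17 passed an adjusted p under 0.05, and all changed in the direction that the table gives. LNC_008366, LNC_000365 and LNC_004949 are among the 9.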

**Additional file 2: Table S2.** Target genes of alkaline-responsive lncRNAs.

**Additional file 3: Table S3.** The components of Hoagland solutions.

**Additional file 4: Table S4.** The primers used in qRT-PCR.

**Additional file 5: Figure. S1.** Effects of alkaline treatment on growth characteristics (the scale of this photo was 1:4). (a) Plant morphology growing by means of in the absence or presence of 7 days of 75 mM alkaline treatment (b-e) Variations of transpiration rate (Tr), stomatal conductance (Gs), net photosynthetic rate (Pn), and photosystem II (Y(II)) quantum yield at 7 day after alkaline treatment. C stands for controls, while A indicates the alkaline-challenged leaves. Error bar indicates SDs across 3 biological duplicates (*n* = 3). Asterisk represents difference with statistical significance in alkaline-challenged samples compared with controls (*P < 0.05; **P < 0.01).

## Data Availability

The sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO accession number GSE107627).

## Abbreviations

lncRNAs: Long noncoding RNAs
ncRNAs: Noncoding RNAs
miRNAs: MicroRNAs
siRNAs: Small interfering RNAs
FPKM: Fragments per kilobase of exon model per million mapped fragments
qRT-PCR: Quantitative real-time PCR
ROS: Reactive oxygen species
POD: Peroxidase
GO: Gene ontology

# Supplementary material for: Long non-coding RNAs in the alkaline stress response in sugar beet (Beta vulgaris L.)
**Source:** BMC Plant Biol. 2020 May 20;20:227. doi: 10.1186/s12870-020-02437-w
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. LncRNAs with differential expression responding to short-term and long-term alkaline treatments.

Supplementary Table S1

# Supplementary material for: Long non-coding RNAs in the alkaline stress response in sugar beet (Beta vulgaris L.)
**Source:** BMC Plant Biol. 2020 May 20;20:227. doi: 10.1186/s12870-020-02437-w
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Target genes of alkaline-responsive lncRNAs.

Supplementary Table S2

# Supplementary material for: Long non-coding RNAs in the alkaline stress response in sugar beet (Beta vulgaris L.)
**Source:** BMC Plant Biol. 2020 May 20;20:227. doi: 10.1186/s12870-020-02437-w
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. The components of Hoagland solutions.

Supplementary Table S3

| Molecular formula | mmol/L |  | mg/L |
| --- | --- | --- | --- |
| EDTA·FeNa | 0.02 |  | 8.422 |
| MnSO_4_·H_2_O | 0.006722 |  | 1.136085 |
| CuSO_4_·5H_2_O | 0.000316 |  | 0.078899 |
| ZnSO_4_·7H_2_O | 0.000765 |  | 0.219968 |
| H_3_BO_3_ | 0.04625 |  | 2.859638 |
| H_2_MoO_4_ | 0.0005 |  | 0.089985 |
| Ca(NO_3_)_2_·4H_2_0 | 5 |  | 1180.75 |
| KNO_3_ | 5 |  | 505.55 |
| MgSO_4_·7H_2_O | 2.5 |  | 616.175 |
| KH_2_PO_4_ | 2 |  | 272.18 |
| NaH_2_PO_4_ | 2 |  | 239.96 |
| NaNO_3_ | 5 |  | 425.05 |
| MgCl_2_ | 2.5 |  | 238.025 |
| Na_2_SO_4_ | 2.5 |  | 355.1 |
| CaCl_2_ | 5 |  | 554.9 |
| KCl | 5 |  | 372.75 |

# Supplementary material for: Long non-coding RNAs in the alkaline stress response in sugar beet (Beta vulgaris L.)
**Source:** BMC Plant Biol. 2020 May 20;20:227. doi: 10.1186/s12870-020-02437-w
**Supplement:** Supplementary file 4 — Additional file 4: Table S4. The primers used in qRT-PCR.

Supplementary Table S4

| **Actin primers** |
| --- |
| Actin-F 5' AATGTTCCCTGGTATTGCTGAC 3' 58.4 |
| Actin-R 5' CACTTTCTGTGGACGATTGATG 3' 58.0 210bp |
| **Alkaline-responsive lncRNAs primers** |
| LNC_001194-F 5' AGTTCAGGGGCAATCAATCTAT 3' 57.4 |
| LNC_001194-R 5' TTCCCGAAGGATGGATGAT 3' 57.2 137bp |
| LNC_007400-F 5' AATCACGCTGGTTGGCTGT 3' 58.5 |
| LNC_007400-R 5' ATCAAGCCAGCAACGAAAAC 3' 57.9 104bp |
| LNC_008363-F 5' GGCAGCATACTCAATCACTCG 3' 58.2 |
| LNC_008363-R 5' TGTAGCAATTCGGGTTATGGA 3' 58.3 94bp |
| LNC_008366-F 5' TCACAGTTGTAGAGTTGAATCTCGT 3' 57.9 |
| LNC_008366-R 5' AGTTGAACAGAACGCACCCT 3' 57.0 136bp |
| LNC_008534-F 5' CCTCTGGCATTACGACCTTT 3' 57.0 |
| LNC_008534-R 5' GCAATGGAGCCGTAGACAAT 3' 57.6 94bp |
| LNC_000365-F 5' TTCACTCCATAGTCTGATAGATCGT 3' 57.1 |
| LNC_000365-R 5' AATGGGACTCTATCTTTATTCTCGT 3' 57.5 70bp |
| LNC_004675-F 5' TTCCTTTCGATGAATACACGG 3' 57.9 |
| LNC_004675-R 5' AGGGAGCCATTCCTTTGACT 3' 57.8 148bp |
| LNC_007731-F 5' GAACGAATGGACAAGGAGTGA 3' 57.3 |
| LNC_007731-R 5' AAAGAGTTCGGACAATTGGGT 3' 57.9 141bp |
| **Primers of partial potential gene of alkaline-responsive lncRNAs** |
| LOC1048882226-F 5’ TTCATGACCAAGCAACTCGG 3’ 58.5 |
| LOC1048882226-R 5’ GATGCCGCTTCTCAATAGCA 3’ 58.4 81bp |
| LOC104891570-F 5' CCAAGGCTAGGGCACTCAA 3' 58.5 |
| LOC1048915570-R 5' TTCACAAGGCTTACCGTTCTC 3' 57.2 170bp |
| LOC104894889-F 5' GTACCGTAAACTCCGTCGCAT 3' 59.4 |
| LOC104894889-R 5' CCTTCGCAAATCCAAACACTT 3' 59.6 162bp |
| LOC104903711-F 5' AGTGCCCTGATGATGTATATGTCT 3' 57.5 |
| LOC104903711-R 5' AGCACAAGTAAGAACCCATCCT 3' 57.5 185bp |

# Supplementary material for: Long non-coding RNAs in the alkaline stress response in sugar beet (Beta vulgaris L.)
**Source:** BMC Plant Biol. 2020 May 20;20:227. doi: 10.1186/s12870-020-02437-w
**Supplement:** Supplementary file 5 — Additional file 5: Figure. S1. Effects of alkaline treatment on growth characteristics (the scale of this photo was 1:4). (a) Plant morphology growing by means of in the absence or presence of 7 days of 75 mM alkaline treatment (b-e) Variations of transpiration rate (Tr), stomatal conductance (Gs), net photosynthetic rate (Pn), and photosystem II (Y(II)) quantum yield at 7 day after alkaline treatment. C stands for controls, while A indicates the alkaline-challenged leaves. Error bar indicates SDs across 3 biological duplicates (n = 3). Asterisk represents difference with statistical significance in alkaline-challenged samples compared with controls (*P < 0.05; **P < 0.01).

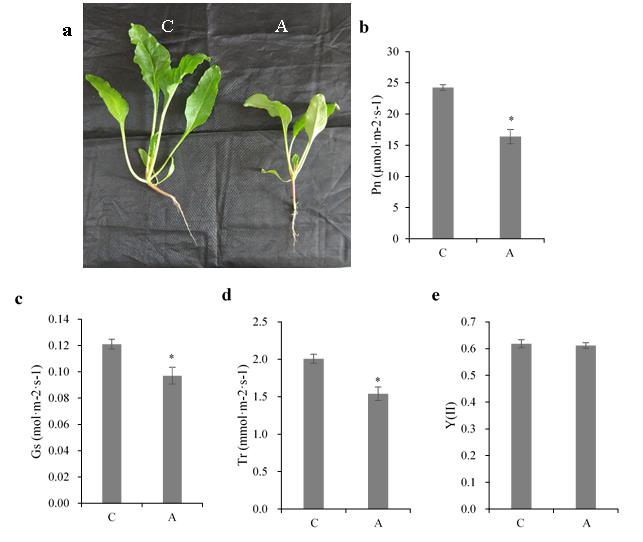

**Fig. S1.** Effects of alkaline treatment on growth characteristics (the scale of this photo was 1:4). (a) Plant morphology growing by means of in the absence or presence of 7 days of 75 mM alkaline treatment (b-e) Variations of transpiration rate (Tr) , stomatal conductance (Gs), net photosynthetic rate (Pn), and photosystem II (Y(II)) quantum yield at 7 day after alkaline treatment. C stands for controls, while A indicates the alkaline-challenged leaves. Error bar indicates SDs across 3 biological duplicates (n=3). Asterisk represents difference with statistical significance in alkaline-challenged samples compared with controls (*P<0.05; **P<0.01).

How the deposited data were processed for this re-analysis (not part of the article)

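RNA from sugar beet leaves was measured in 9 libraries, 3 each from control plants at day 0, from plants at day 3 of alkaline treatment and from plants at day 7, with the condition and replicate of each taken from the sample labels and the paper. Control leaves were taken at day 0 only, so treatment is not separable from leaf age and day of harvest. The authors removed ribosomal RNA, made libraries that keep the strand, aligned the reads with HISAT2, assembled transcripts with StringTie 1.3.1 and deposited FPKM for 43133 transcripts in every library. The methods section names Cuffdiff for FPKM. Which program made the deposited FPKM is not settled by the values. The build of the reference genome is not given in the sources used here. The authors also deposited the place, length and exon number of each transcript. No read counts were analysed here, so the depth of the libraries and the counting error of low values are unknown.

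The table types 33306 transcripts as protein-coding, 6034 as intergenic and 2501 as antisense lncRNAs and 1292 as transcripts of uncertain coding potential. The 688 annotated lncRNA identifiers also stand among the protein-coding ones, in 1044 entries typed as protein-coding, so the lncRNAs tested are the 8535 typed as lncRNAs. The plan had the annotated and the other lncRNAs counted together, which these types do not allow, so the class with the annotated identifiers is an alternative chosen after seeing the data. All other choices were made before the data were examined unless the closing part says otherwise. FPKM was summed over the transcripts of each of 24351 gene identifiers, with 566 repeated transcript identifiers. A product name is given for 6515 of the gene identifiers, and genes without one were treated as uncharacterized when genes were chosen for naming. Product names end at their first comma, so list patterns with a comma, or with words that stand after one, found no genes. This left out most Calvin cycle enzymes and the plastid ribosomal proteins.

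Features with a mean over 0.5 FPKM in at least 1 group were kept. The log2 of FPKM plus 1 was fitted with limma 3.58.1 in R 4.3.3, with a mean for each group and a trend of the variance with the level, over all 9 libraries. Short-term and long-term leaves were compared with control leaves and with each other. P-values were adjusted within lncRNAs and within genes by the Benjamini-Hochberg method at 0.05. Lists of genes made from product names were tested with camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry. Of 23 lists, 19 had enough tested members. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Correlations of named pairs have exact permutation p-values. Most of these pairs were named by the paper for coexpression in the same libraries, a choice that these p-values do not account for. Coexpression was called at an absolute Pearson r over 0.95 on the log2 scale, and colocation within 100 kb from edge to edge. The paper gives no threshold for coexpression.

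The text names every lncRNA and gene that the paper names, the 10 highest and 10 lowest changes of each comparison among features that passed with no overlap of the groups and a mean of at least 1 FPKM, and up to 4 members of each list. With fewer than 3 described genes past the threshold, the 5 smallest p in each direction were taken instead. The values of the lncRNAs in the paper's tables were seen before this rule was written. A sample of these features is printed.

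The steps were tested on simulated data, drawn from a normal distribution with the fitted spread of each feature. Of 100 genes planted at each size, 67 were called at a log2 change of 1 and 96 at 2, with 6 false calls. Of 100 lncRNAs planted at each size, 53 and 83 were called, with 4 false calls. Changes were planted only in features above a minimum mean level, so these shares do not cover features of low FPKM. Of the 1914 lncRNAs tested, 926 had a mean over 1 FPKM. Values were drawn independently for each feature, so the false calls do not reflect deviations that many features of a library share. The unchanged comparison gave 0 calls, and coexpression found 200 of 200 planted pairs and 12 of 167400 unrelated ones. Alternatives covered the pseudocount, the filter, scaling by median ratios, to the same total FPKM or to equal protein-coding FPKM, fits of 2 groups only, an unmoderated F-test as Ballgown does it, fits without the trend, with array weights or with the replicate number as a block, and leaving out each library. Physiological measurements, qRT-PCR beyond the values in the paper's table, conservation, precursors of microRNAs and gene ontology enrichment were not analysed here.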

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

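The tests of the TUCP share, of pieces of one transcript, of neighbours without overlapping lncRNAs, of control replicate 1 in fallen features and of the other splits of lncRNA and gene counts were chosen after their results were seen, and the others before. 3 lncRNAs differed between long-term and short-term leaves by a test of the difference itself: LNC_000160, LNC_004744 and LNC_005725 were higher in long-term leaves, with log2 changes of 1.74, 1.90 and 1.65 (adjusted p = 0.04995, 0.00258 and 0.04995 from limma). LNC_004744 alone passed with pseudocount 0.1, after median-ratio scaling and with equal protein-coding FPKM, a scaling chosen after seeing the data, and LNC_000160 and LNC_005725 did not; each of these 2 also lost its call when single libraries were left out, such as control replicate 1. 5 lists were lower in long-term than in short-term leaves by camera: photosystems and antenna (adjusted p = 1.0e-11), chlorophyll biosynthesis (7.8e-10), reactive oxygen scavengers (7.7e-04), Calvin cycle and carbonic anhydrase (0.0013) and glutathione S-transferases (0.0111). With an estimated correlation their adjusted p was 0.377, 0.251, 0.211, 0.251 and 0.218, and 0 genes passed singly (limma; 4013 at an unadjusted p under 0.05).

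The paper does not report on the transcripts of uncertain coding potential. Of 819 tested, 113 passed in long-term leaves by limma (42 higher and 71 lower; 251 at an unadjusted p under 0.05) and 0 in short-term leaves (135 at an unadjusted p under 0.05).

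More genes rose than fell in long-term leaves, with a median log2 change of 0.26. This may come from the scaling of FPKM within each library. A smaller share of the transcripts of uncertain coding potential was argued against as the sole source: with libraries rescaled to equal protein-coding FPKM the median was still 0.218. A fall of the most abundant genes remains a candidate: without the 100 most abundant genes in the scaling the median was 0.0502, and 49.9% of the calls were rises, against 81.1% as deposited. FPKM cannot tell a broad rise of many genes from such a fall.

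Control replicate 1 lies nearer to the short-term libraries than to the other controls. Scaling was argued against, since after median-ratio scaling it lay 115% of the way to the short-term libraries. The raised features go with a short-term sample, though not clearly: of 24 features above 0 in the short-term libraries and at 0 in the other controls, 83.3% were above 0 in it, and of 171 raised 4-fold it was below the lowest short-term library in 27.5%, against 97.4% of 39 and 100% of 23 for control replicates 2 and 3, but short-term libraries left out of the choice ranged from 10.8% of 139 to 93.5% of 277 (short-term replicate 1), so this share does not tell every short-term library from a control. The fallen features argue against a short-term label or the full treatment: of 17 features 4-fold lower in the short-term libraries than in the other controls, it was above the highest short-term library in 94.1%, against 85.7% of 21 and 90% of 10 for control replicates 2 and 3 and at most 65% of 20 for a short-term library left out of the choice. The label was kept, and a milder stress of this plant or a sample from outside the study stay open, as untested.

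Of the 69 lncRNAs that rose in long-term leaves, 15 lie within 50 kb of another, a signal that the paper does not report. 10 of them form 5 pairs, with 0 pairs on different strands and 3 pairs that overlap, so pieces of one transcript may explain the pairs. Pieces of one transcript cannot hold all 5 lncRNAs of the largest stretch, of which 1 lies on the other strand. Chance neighbours were argued against: 0% of 10000 random draws had as many (mean 1.71, at most 11), and with overlapping lncRNAs of one strand left out 0.08% had as many as the 9 that remain (mean 1.27, at most 12). A shared promoter or a longer unannotated transcript was not tested.

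With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In splits with a result as large, the real one included, the lncRNAs gave 1 in short-term (9, highest other 1), 1 in long-term (144, 1) and 1 between the alkaline groups (3, 2), and at an unadjusted p 1 (258, 138) and 1 (485, 171). Genes gave 1 (15, 1), 1 (5552, 1) and 10 (0, 0), lists 2 (5, 6), 4 (4, 4) and 3 (5, 5), and transcripts of uncertain coding potential in long-term leaves 1 (113, 1).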

How the results depend on the processing

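Equal protein-coding FPKM, annotated identifiers, a group mean over 0, residuals of the named pairs and trends by Pearson r on FPKM or Spearman rho were chosen after seeing the data; the cause of each change was not tested. The depth of the libraries is unknown. The library covariate of the Ballgown-like test ran from 19772 to 21806 in control, from 21957 to 22836 in short-term and from 23303 to 24415 in long-term libraries. As the groups do not overlap in it, that test cannot separate the treatment from the covariate.

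LncRNAs in short-term leaves (9): no filter 59, mean FPKM over 1 22, median-ratio scaling 4, 2 groups only 4, Ballgown-like 0, no trend 3, array weights 24, equal protein-coding FPKM 4, unadjusted p 258. Unadjusted (258): mean over 1 168, Ballgown-like 130. Long-term leaves (144): 2 groups only 71, Ballgown-like 0, annotated identifiers 237, unadjusted p 485. Unadjusted (485): mean over 1 303, Ballgown-like 84, annotated identifiers 762. Long-term against short-term (3): pseudocount 0.1 1, median-ratio 1, equal protein-coding FPKM 1, annotated identifiers 1, unadjusted p 302.

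Genes in short-term leaves (15): no filter 9, 2 groups only 43, Ballgown-like 0, array weights 2194, unadjusted p 3222. Long-term (5552): median-ratio 3298, 2 groups only 3290, Ballgown-like 0. Long-term against short-term (0): unadjusted p 4013. Lists (5, 4 and 5): estimated correlation 0, 0 and 0; fry 11 in long-term leaves.

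Replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated from -0.61 to 0.35. With the replicate block the lncRNA counts were 4, 95 and 1 and the gene counts 1, 3246 and 3.

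Detected lncRNAs in control, short-term, long-term and any group (1333, 1441, 1572, 1914): any library over 0.5 gave 2923, 3417, 3316 and 6226; all 3 libraries 1041 in long-term and 1269 in any; mean over 1 866, 913, 1014 and 1166; annotated identifiers 2075 in control and 2193 in short-term leaves; mean over 0 6085, 6004, 6612 and 8535. The difference of lncRNA and mRNA mean FPKM was 9.57 among detected transcripts, reversed. Colocation within 10 kb gave 65 genes, coexpression over 0.90 40455 and over 0.98 631 pairs, same trends by residuals 41.3% and 64.4% and by limma lncRNAs 38.9%, by Pearson r on FPKM 64.9% (reversed) and 85.6% and by Spearman rho 42.3% and 67.1%, adjusted overlap 4 up and 4 down, and residuals 0 of the named pairs.

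Without 1 library, lncRNAs ranged from 0 (without control replicate 3) to 15 (without control replicate 1) in short-term, 52 (control 3) to 173 (control 1) in long-term leaves and 1 to 18 (long-term 1) between them; unadjusted 187 to 268 and 339 to 473. Genes ranged from 0 (control 2) to 520 (control 1), 2322 (control 3) to 5777 and 0 to 1257 (long-term 1), lists from 3 to 5, 4 to 4 and 5 to 5, detection from 1333 to 1399, 1441 to 1550, 1553 to 1672 and 1928 to 2030.

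Of the features the rule named, 10 genes and 1 lncRNA were reversed, all against a long-term rise or fall. With the Ballgown-like test, which adds a library covariate, the log2 changes were -0.30 for LNC_001305, -2.04 for LOC104905663, -1.27 for LOC104890036, -0.71 for LOC104893898, -0.25 for LOC104903619, -0.36 for LOC104892367, 0.12 for LOC104894688, 0.0107 for LOC104890572, -0.27 for LOC104887147 and -0.0355 for LOC104908070, and for LOC104888024 -0.0102 after median-ratio scaling. The covariate is confounded with the treatment, so the signs by the Ballgown-like test do not show an opposite change. Otherwise named genes were the same in 3738 cases, stronger in 123 and weaker in 147, named lncRNAs in 934, 25 and 92, and lists in 268, 19 and 23; without 1 library 3656, 140 and 92, 816, 10 and 92, and 529, 1 and 10.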

Differences from the paper's values

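The choices were set before the data were examined unless said otherwise. A count or mean is called different here when one value is more than 1.5 times the other, so a value said to fall within this margin need not equal the paper's. The paper's counts of detected lncRNAs were 6085 in control, 6004 in short-term, 6611 in long-term leaves and 8535 in any group, and here 1333, 1441, 1572 and 1914 at a group mean over 0.5 FPKM. The paper states an FPKM over 0.5 for the groups, and for the total in at least 1 library. At over 0.5 in at least 1 library the counts here are 2923, 3417, 3316 and 6226; the last is below the paper's but within the margin, and the other planned settings differ. A group mean over 0, chosen after seeing the values, gave 6085, 6004, 6612 and 8535, with 0 of the lncRNAs listed dropped. The paper's mean FPKM of lncRNAs was 15.83, and here 7.66, with no setting near it.

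The paper gives 24 up and 40 down in short-term and 26 up and 11 down in long-term leaves. Its results section states a P threshold without adjustment and its methods an adjusted one, and the adjusted p in its supplement runs from 0.252 to 0.408 and from 0.791 to 0.99. At an adjusted p under 0.05 limma gave 5 and 4, and 69 and 75, and at an unadjusted p 124 and 134, and 293 and 192, so both thresholds differ. At both, limma passed more lncRNAs in long-term than in short-term leaves, the reverse of the paper's order. The Ballgown-like test, with its library covariate, kept the paper's order at an unadjusted p, with 130 in short-term and 84 in long-term leaves. At an adjusted p it gave 0 in each. Without the filter 35 rose in short-term leaves, more than in the paper but within the margin; the other planned settings differ. For the rises in long-term leaves, 2 groups only (34), without control replicate 2 (27) and without control replicate 3 (25) are within the margin; for the falls every setting differs. The paper's conclusions section states 102 and 49 altered, where limma gave 9 and 144; 2 groups only (71), without control replicate 2 (60) and without control replicate 3 (52) are all above the paper's second count but within the margin. Of the lncRNAs shared by both comparisons the paper gives 5 up and 3 down at its unadjusted threshold, and an unadjusted p gave 61 and 97. An adjusted p in both gave 4 and 4, counts within the margin but mostly of other lncRNAs. Only LNC_008366 and LNC_000365 are also among those that Table S1 lists for both comparisons.

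The paper gives 133 colocation targets, and 567 genes lie within 100 kb here; within 10 kb and from middle to middle the count differs too. Of them the paper calls 4 in short-term and 4 in long-term leaves, and at an unadjusted p 17 and 60 genes of its table passed here. The paper does not give its threshold or scale for coexpression, and the cut used here is a choice of the re-analysis. Counts of targets and shares of trends are thus not measured alike. The paper gives 3492 coexpression targets, and here there were 1903. With r over 0.90 there were 4714, more than in the paper but within the margin, and the other 3 settings differ. Of these the paper calls 516 and 210, and here 1348 and 1129, under every setting run different. Pairs with the same and the opposite trend were 1550 and 807 in the paper for short-term leaves, and here 2443 and 4092, or 65.8% and 34.2% in the paper against 37.4% and 62.6%; both other settings chosen beforehand differ. Pearson r on FPKM, a scale chosen after seeing the values, gave 64.9% and 35.1%, close to the paper's shares, from 3286 and 1774 pairs, and 56 of the 64 lncRNAs of Table S1 had a pair under it against 53 on the log2 scale. Spearman rho over 0.95, also chosen after seeing the values, gave 42.3% and 57.7%, from 2160 and 2948 pairs, of which the first count is within the margin. For long-term leaves they were 243 and 126 in the paper, and here 1352 and 816. Correlations of residuals (183 and 101) are fewer but within the margin, and how many such pairs chance gives was not computed. The paper places LNC_001194 37.9 kb from LOC104888232; in the coordinates used here they overlap, at a distance of 0 kb and 2.12 kb from middle to middle.

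The paper states that LOC104894575 rose in short-term leaves; here its mean was 139 ± 6.05 FPKM against 209 ± 15.3 in control leaves, lower without passing (limma); at an unadjusted p and with array weights it passed as a fall. It states that LOC104888232 fell in long-term leaves; here it was at 24 ± 1.27 against 32 ± 13.6 and did not pass under any setting. It states that LOC104906281 and LOC104892091 rose in short-term leaves; here both were higher without passing (limma), passed at an unadjusted p, with array weights and without control replicate 1, and rose in long-term leaves. It states a rise of LOC104894203 in short-term leaves, which passed here only at an unadjusted p and with array weights, and by limma in long-term leaves. It pairs LNC_004949 with LOC104907718, whose r here was 0.636 over the sum of its transcripts. The transcripts of this gene were not correlated singly. It states that most pairs share a trend in short-term leaves; the tally on the log2 scale goes against it, and the one on FPKM does not.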

Other observations

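The test of LNC_000159 was set before its result was seen. In long-term leaves 9 of 21 phosphate starvation genes rose and 1 fell by limma (11 and 1 when adjusted over the list alone; 6 and 1 after median-ratio scaling), among them LOC104905491, an SPX domain gene of phosphate signalling, from 2.48 ± 0.966 to 18.6 ± 2.06 FPKM (SD, n = 3), and LOC104896336, a PHO1 homolog gene of phosphate export, from 1.41 ± 1.08 to 8.09 ± 1.11. LOC104897289, a phosphate transporter gene, fell from 52 ± 5.87 to 26.7 ± 4.21. The list did not pass by camera (adjusted p = 0.14). Heat shock proteins had 8 rises and 2 falls of 19 (9 and 2 over the list alone; 5 and 2 after median-ratio scaling), with LOC104907875, ClpB1, from 0.893 ± 0.198 to 5.01 ± 1.3.

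Nitrogen assimilation genes had 6 rises and 3 falls of 13 (6 and 3 over the list alone; 4 and 5 after median-ratio scaling), with LOC104883503, the leaf glutamine synthetase gene, falling from 935 ± 137 to 475 ± 29.8. Iron and metal acquisition had 4 and 1 of 10 (4 and 1; 3 and 1), with LOC104884321, a zinc transporter gene, rising from 25.7 ± 14.2 to 110 ± 19.9; abscisic acid and dehydration 2 and 1 of 10 (2 and 1; 1 and 1); epidermis and cuticle 6 and 1 of 13 (6 and 1; 3 and 1); the circadian clock 0 and 1 of 9 (0 and 0; 0 and 1), with LOC104901408, LHY, falling from 199 ± 27.7 to 131 ± 30.7; and histones and cyclins 0 and 0 of 4 (0 and 0). None of these passed by camera in long-term leaves, and 0 of their members passed in short-term leaves by limma. When adjusted over the list alone, 6 heat shock genes rose and 2 fell in short-term leaves, 5 and 1 of phosphate starvation, 2 and 1 of iron and metal acquisition, 1 and 2 of nitrogen assimilation, and 0 and 0 of each of the others. Cell wall loosening, phloem and xylem, pathogenesis and plastid ribosomal lists had too few members for a test.

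LNC_000159 rose most of the lncRNAs in long-term leaves. A candidate explanation is a link to phosphate starvation. Its median residual correlation with the 9 risen phosphate genes was 0.462, against 0.134 over the 4505 risen genes, at the 99.3 percentile of 10000 random sets. The random sets were drawn without regard to pathway, while genes of one pathway may move together, so the percentile may overstate a specific link. Residuals of 9 libraries in 3 groups leave few degrees of freedom, so this link stays a hypothesis.

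The 6 transcripts of uncertain coding potential of NW_017588110.1 between 187 and 561 held from 15.2% to 18.5% of the FPKM of control and short-term libraries, and 14.5%, 2.97% and 13.8% in long-term leaves. LNC_008161 overlaps them and was at 39463 FPKM in long-term replicate 2.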
